# Feedback regulation of apical progenitor fate by immature neurons through Wnt7–Celsr3–Fzd3 signalling

**DOI:** 10.1038/ncomms10936

**Published:** 2016-03-04

**Authors:** Wei Wang, Yves Jossin, Guoliang Chai, Wen-Hui Lien, Fadel Tissir, Andre M. Goffinet

## Abstract

Sequential generation of neurons and glial cells during development is critical for the wiring and function of the cerebral cortex. This process requires accurate coordination of neural progenitor cell (NPC) fate decisions, by NPC-autonomous mechanisms as well as by negative feedback from neurons. Here, we show that neurogenesis is protracted and gliogenesis decreased in mice with mutations of genes *Celsr3* and *Fzd3*. This phenotype is not due to gene inactivation in progenitors, but rather in immature cortical neurons. Mutant neurons are unable to upregulate expression of Jag1 in response to cortical Wnt7, resulting in blunted activation of Notch signalling in NPC. Thus, Celsr3 and Fzd3 enable immature neurons to respond to Wnt7, upregulate Jag1 and thereby facilitate feedback signals that tune the timing of NPC fate decisions via Notch activation.

## Abstract (web summary)

The switch from neurogenesis to gliogenesis in cortical development is only partially understood. Here the authors show that Wnt-Planar cell polarity signaling in immature cortical neurons activates Notch in neural progenitor cells, thereby tuning the timing of their fate decisions.

During cortical development, neuroepithelial/apical neural progenitor cells (AP) undergo divisions that are initially symmetrical and increase the size of the progenitor pool. At the onset of neurogenesis, some divisions become asymmetric and generate AP and either neurons or intermediate/basal progenitors (BP) which have limited self-renewal capacity and are committed to an excitatory glutamatergic neuron phenotype^1^,^2^,^3^,^4^,^5^. In the dorsal telencephalic wall, neural progenitor cells (NPC, including AP and BP) sequentially generate deep layer (DL, mostly layers 5 and 6) and upper layer (UL, mostly layers 2, 3 and 4) neurons, followed by glial cells. Despite significant progress, the mechanisms that regulate the switch between production of DL and UL neurons, and the neurogenic to gliogenic switch remain incompletely known^6^. The sequential formation of cortical neurons and glia can be recapitulated *in vitro* in minimal medium^7^,^8^,^9^, suggesting that NPC-autonomous events play a critical role. An internal clock mechanism, however, can hardly provide sufficient plasticity, and additional regulation is provided by the micro-environment, such as signals from meninges, growth factors in cerebrospinal fluid^10^ and feedback from BP and postmitotic neurons to AP (refs 11−15, 12, 13, 14, 15).

The neurogenic to gliogenic switch is regulated by various signalling pathways^13^. Jak/Stat cytokines such as cardiotrophin-1 and CNTF produced by postmitotic neurons promote the production of glia^16^,^17^,^18^, and NPC deficient in both Mek1 and Mek2 fail to switch from neurogenesis to gliogenesis due to attenuation of the cytokine-regulated gliogenic pathway^19^. Neurotrophin-3 (Ntf3) and Fibroblast Growth Factor-9 produced by neurons in response to the transcriptional regulator Sip1 influence NPC fate^12^,^14^. Bmp2 and Bmp4 promote astrocytogenesis from NPC^20^. Unlike the gliogenic switch, how extrinsic factors regulate the sequential formation of cortical neurons is less well understood. Feedback from DL neurons to AP may scale production of UL neurons^21^, and some mechanisms may be common to the neuro- and gliogenic switches: for example, the Ntf3 feedback also regulates the transition from DL to UL neuron formation^12^.

Particularly prominent among the pathways that regulate cortical development is Notch signalling^22^,^23^,^24^,^25^. Notch1–4 receptors on AP cells can be activated by ligands Delta (Dll1,3,4) or Jagged (Jag1, 2) on adjacent cells such as other AP located in ventricular zones or BP located in the subventricular zone^15^. Those interactions play important roles in maintaining the AP population and inhibiting premature generation of neurons, which is not solely explained by regulation of differentiation timing^25^. At later stages, they have a crucial role in promoting gliogenesis^11^. Of note, the regulation of neurogenesis by the six transmembrane domain protein Gde2 and its substrate RECK (ref. 26) has been attributed to their interactions with Notch, further emphasizing its master role.

Planar cell polarity (PCP) in epithelial sheets is regulated by various genes, among which the so called ‘core PCP' genes include the seven pass transmembrane domain receptors Fzd3 and 6, the atypical seven pass cadherins Celsr1–3, the tetraspannins Vangl1 and 2 and the adaptors Dishevelled (Dvl)1–3 and Prickle^27^,^28^. Celsr3 and Fzd3, in particular, are required for axon guidance, neuronal migration and ependymal cilia development^29^. Here we show that Celsr3 and Fzd3-deficient cerebral cortex is characterized by increased neuronal and decreased glial density, indicating possible defective timing of neurogenesis and gliogenesis in AP. Importantly, this is caused by absence of Celsr3 or Fzd3 in immature neurons, not in AP. Celsr3 and Fzd3-deficient neurons express less Jag1 than control ones, and fail to activate Notch properly in AP, resulting in increased neurogenesis and decreased gliogenesis, which is rescued on overexpression of Jag1. Jag1 messenger RNA (mRNA) is upregulated in cultured cortical neurons on treatment by Wnt7, the most abundant Wnt factor in the embryonic cortex, and this effect is blunted in *Celsr3* and *Fzd3* mutant neurons. Thus, Celsr3 and Fzd3 are required in immature neurons and possibly BP, to upregulate Jag1 in response to Wnt7, and to activate Notch signalling in AP, providing a feedback signal to tune AP cell fate and timing transitions.

## Results

### Neurogenesis is increased in *Celsr3* and *Fzd3* mutant cortex

To assess the formation of cortical neurons, we examined brains at a late embryonic stage (E18.5) using layer-specific markers Tbr1 (layer 6), Ctip2 (layers 5–6) and Satb2 and Cux1 (layers 2–4). Compared with control samples, the number of Ctip2^+^ and Satb2^+^ cells was increased in *Celsr3* (Fig. 1a–c) and *Fzd3* (Fig. 1d–f) mutant cortices, with increased thickness of the cortical plate (CP), whereas tangential expansion did not affect the cortical ribbon and was restricted to germinal layers (Supplementary Fig. 1). This was confirmed in Tbr1 and Cux1-stained preparations (Supplementary Figs 2 and 3). Of note, despite increased cortical neuron numbers, the border between Satb2 and Ctip2-positive layers was sharply defined in mutant cortex, indicating that neuronal migration and lamination were unaffected. Previous mRNA *in situ* hybridization data showed that *Celsr3* is specifically expressed in postmitotic neurons, with some expression in BP, but not in AP, whereas *Fzd3* is widely expressed in both NPCs and neurons^30^. The similar cortical alterations in *Celsr3* and *Fzd3* mutants are therefore probably due to inactivation of Fzd3 in immature cortical neurons or BP, rather than in AP. To ascertain this, we produced conditional *Fzd3*^*f/−*^*; Nex-Cre* mutant animals (*Fzd3*^*Nex-cKO*^), in which *Fzd3* is specifically inactivated on expression of *Nex-Cre* in cortical excitatory neurons^31^. To verify Cre activity, we cut tangentially cortical wall samples to separate ventricular zones and subventricular zone on one hand, and cortical plate on the other hand, and carried out PCR with reverse transcription (RT-PCR) with primers in exon 3, which is deleted in our *Fzd3* mutant allele. As shown in Supplementary Fig. 4, comparable RT-PCR signals were obtained from ventricular zones and cortical plate in control tissue, whereas no amplicon was obtained from *Fzd3*^*Nex-cKO*^ cortical plate tissue. In *Fzd3*^*Nex-cKO*^ animals, increased production of DL and UL cortical neurons was observed, like in *Celsr3*^*−/−*^ and *Fzd3*^*−/−*^ mutant embryos (Fig. 1g–i). In contrast to the cortical plate, the ventricular zones and subventricular zone were thinner and tangentially expanded in mutants, as described before^32^,^33^ (Fig. 1j–s, Supplementary Fig. 1). To estimate the number of AP in mutant and control samples, we used the AP marker Pax6. There was a significant decrease of the number of Pax6^+^ cell in every section in *Celsr3*^*−/−*^ (Fig. 1j–l), *Fzd3*^*−/−*^ (Fig. 1p) and *Fzd3*^*Nex−cKO*^ (Fig. 1r) mutant versus control samples. As cortical neurons derive from both AP and BP, we wondered whether the number of BP, which express Celsr3 at lower levels than neurons, was also affected. Using immunohistochemistry (IHC) with the BP marker Tbr2, we found that the number of BP was modestly decreased in *Celsr3*^*−/−*^, *Fzd3*^*−/−*^ and *Fzd3*^*Nex-cKO*^ mutants versus control cortex (Fig. 1m–o,q,s), albeit less significantly than that of Pax6-positive AP. These observations of an excess of both DL and UL cortical neuron numbers with depletion of NPC numbers may indicate defective feedback regulation.

We looked at earlier time points to determine when the phenotype of increased neurogenesis was first observed, and found that the expression of Ctip2 was comparable in mutant and control samples at E14.5, and that its relative increase in mutants was first noticed at E15.5 and maintained at later stages (Supplementary Fig. 5), indicating that the generation of DL was increased in mutants. To define further the increased production of DL neurons in mutants, 5-bromodeoxyuridine (BrdU) was injected at E13.5, and animals were killed at E18.5. Tbr1 or Satb2 were used to co-stain with anti-BrdU. We counted only cells with strong nuclear BrdU labelling, considered to be born at E13.5, from the first cell division after tracer injection. The proportions of BrdU^+^ cells expressing Tbr1 or Satb2 over the total number of BrdU^+^ cells were determined. The results showed that in *Celsr3* and *Fzd3* mutant cortex, the ratio of BrdU^+^ Tbr1^+^ to all BrdU^+^ cells was increased (Fig. 2a–f, Supplementary Fig. 6), whereas the proportion of BrdU^+^ cells that expressed the UL marker Satb2 was decreased in both *Celsr3* and *Fzd3* mutant samples (Fig. 2g–l). The observation that generation of DL neurons is increased and that of UL neurons decreased indicates that the former is prolonged or amplified in mutants.

Several mechanisms could account for the observed increase of neuron number. It has been proposed that thalamocortical afferents influence neurogenesis in some context^34^. To test a potential role of thalamic fibres, we examined *Celsr3*^*Dlx-cKO*^ mice in which these fibres do not develop^35^ and confirmed that the numbers of DL and UL neurons were similar to controls, arguing against a role of thalamic fibres in the phenotype. Another possibility could be differential cell death in mutant and control brains. To assess whether apoptosis was involved in the cortex of *Celsr3* and *Fzd3* mutants, we used IHC with activated Caspase-3 (aCas3), and found very few aCas3-positive cells, with no difference between control, *Celsr3* and *Fzd3* mutant samples at E14.5 and E16.5 (not shown). A third way to increase neuron numbers could be premature NPC cycle exit and/or changes in cell cycle length. To estimate NPC cell cycle exit, we injected BrdU at different stages, from E12.5 to E15.5, and killed animals 24 h later. BrdU and Ki67 double IHC was used to calculate cell cycle exit rates^36^. We found no differences between control and mutant samples injected at E12.5 and examined at E13.5. By contrast, in samples injected at E13.5 and studied at 14.5 (Fig. 3a–c,f), and in those injected at E14.5 and processed at E15.5 (Fig. 3c–f), the cell cycle exit rate was significantly increased in *Celsr3* and *Fzd3* mutants as compared with controls. To compare cell cycle length, we injected 5-bromo-2′-deoxyuridine (BrdU) followed by 5-ethynyl-2′-deoxyuridine (EdU), collected samples 30min later, and estimated S-phase and cell cycle length as described^37^. No differences were found between control, *Celsr3* and *Fzd3* mutant cortex (Supplementary Fig. 7).

### Gliogenesis is decreased in *Celsr3* and *Fzd3* mutant cortex

In the mouse cortex, at E16.5–E17.5, the generation of neurons declines and that of glial cells begins, the so called ‘gliogenic switch'^13^. We considered the possibility that the observed increase of cortical neurons may coincide with a delayed or decreased generation of glial cells. Cortical astrocytes and oligodendrocytes are derived from Olig2^+^ glial precursor cells^6^,^14^. We compared Olig2 expression in control and mutants and found that Olig2^+^ cells were more abundant in control than in *Celsr3* and *Fzd3* mutants at E17.5 (Fig. 4a,b) and P0 (Fig. 4c–f). This indicates that neurons are generated at the expense of glial cells. To confirm this, we used the glial fibrillary acidic protein (GFAP) immunohistochemistry (IHC) at postnatal stages P0 and P2. The intensity of GFAP staining was strongly decreased in mutant cortices (Fig. 4g,h), as was the concentration of GFAP, estimated using western blotting (Fig. 4i). To assess further the relative production of neurons and glia, we administered BrdU at E17.5, and killed animals 24 h later. Using triple IHC for BrdU, Satb2 to label late-generated neurons, and Olig2 to label glial precursors (Fig. 5a,b), we found that the ratio between glial cells and neurons decreased in *Celsr3*, *Fzd3* and *Fzd3*^*Nex-cKO*^ mutant versus control samples (Fig. 5c–e). These data suggest that the neurogenesis may be prolonged or increased, and gliogenesis delayed or defective in mutant animals.

### Jag1-Notch activity is attenuated in *Celsr3* and *Fzd3* mutants

To explore mechanisms, we first asked whether the main signalling pathways implicated in the gliogenic switch^13^ could be modified in *Celsr3* and *Fzd3* mutant tissue. We used western blotting with antibodies to phosphorylated Stat3, a readout of Jak-Stat signalling^17^, phosphorylated Erk1 and 2 (ref. 19), and phosphorylated Smads, an index of Bmp signalling^20^. No difference was found between control, *Celsr3* or *Fzd3* mutants (Supplementary Fig. 8), suggesting that those signalling pathways are unaffected by inactivation of Celsr3 or Fzd3 in cortical neurons. We next focused on Notch signalling, a master regulator of neuro- and gliogenesis^22^,^23^. We tested Notch activation at different embryonic stages, from E14.5 to E18.5, by IHC and western blotting with an antibody against the N-terminal epitope of the Notch1 intracellular domain (actN1) generated on cleavage by the gamma secretase complex. IHC at E14.5 and E16.5 disclosed specific actN1 immunoreactivity in AP but no specific signal in postmitotic neurons (Fig. 6a, Supplementary Fig. 9a). The signal was consistently and strongly decreased in *Celsr3* mutant compared with control cortex (Fig. 6b, Supplementary Fig. 9b). Western blot analysis at E18.5 confirmed the downregulation of actN1 signal in *Celsr3* and *Fzd3* mutant versus control samples (Fig. 6c). Of note, *Notch1* mRNA levels, estimated by quantitative RT-PCR (qRT-PCR), remained unchanged, indicating that the modification of actN1 signals did not reflect decreased *Notch1* gene expression (Fig. 6d). In addition, transcripts of the Notch downstream effectors *Hes1*, implicated in neurogenesis^24^, and *NFIA*, implicated in gliogenesis^11^ were downregulated in both *Celsr3* and *Fzd3* mutant embryonic cortex (Fig. 6e), providing another independent evidence that Notch signalling is altered in mutants.

What mechanisms could account for decreased Notch1 activation in *Celsr3* and *Fzd3* mutants? 

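RNA from the cortex of mouse embryos at embryonic day 16.5 (E16.5) was sequenced in 9 libraries, 3 from control, 3 from *Fzd3* mutant and 3 from *Celsr3* mutant embryos. The methods name an RNeasy kit for RNA from brain cortex, whereas the sample labels name Trizol. The labels give the controls as wild type, whereas the methods give control mice as heterozygous or wild-type littermates. Control and *Fzd3* mutant libraries are numbered 1 to 3 and *Celsr3* mutant libraries 1, 2 and 4. Sequencing and bioinformatics were carried out by a company, and the paper's text does not name the aligner, genome build, annotation or strand use. The authors deposited 1 table of CPM values (counts scaled to library size) for 14670 genes, each with an identifier and a symbol. The columns totalled between 990141 and 1012200 CPM, so a further scaling factor had been applied to each library. Of the 14670 genes, 14665 were above 1 CPM in at least 3 libraries, and the lowest mean over the 9 libraries was 0.540 CPM, so genes with little expression had already been left out. In each library, 100% of the values were whole multiples of a single step, between 0.0142 and 0.0251 CPM, which was taken as the value of 1 read. On that reading, the control libraries held 52266343, 61637621 and 39857305 reads on the listed genes, the *Fzd3* mutant libraries 42963627, 45848829 and 52249430, and the *Celsr3* mutant libraries 60333846, 54974978 and 69600589. At these depths 3 reads corresponded to between 0.0427 and 0.0752 CPM. No library repeated the reads of another of its genotype, since the median gene differed between them by 4.59 to 9.73 times the chi-square that sampling noise gives. Differences between genotypes were tested with limma on log2(CPM + 0.5), with a trend of the variance on abundance, in a single fit of the 9 libraries without a replicate block. Log2 fold changes are therefore on the log2(CPM + 0.5) scale, which understates the change of genes with low values. P values were two-sided and adjusted by the Benjamini-Hochberg method over the 14670 genes, with a threshold of 0.05. A filter at a mean of 0.5 CPM removed no gene. The mutated genes were examined first. *Celsr3* was at 196, 243 and 214 CPM in the controls and at 122, 139 and 118 CPM in the *Celsr3* mutants, a log2 fold change of -0.78 (standard error 0.0910, limma adjusted P = 0.0018). This difference did not pass the threshold in 2 of 24 alternative fits, and its adjusted P ranged from 0.000213 to 0.568 over them. *Fzd3* was at 58.0, 67.7 and 46.9 CPM in the controls and at 46.5, 39.8 and 59.6 CPM in the *Fzd3* mutants, a log2 fold change of -0.24 (standard error 0.147, limma adjusted P = 0.24). The ranges overlapped, so that *Fzd3* mRNA did not separate the libraries labelled *Fzd3* mutant from the controls. The paper states that exon 3 is deleted in the *Fzd3* mutant allele, and the table gives 1 value for the whole gene.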

To assess the role of Notch ligands, we used an RNA-Seq data set (Methods section) comparing transcriptional profiles in control, *Celsr3* and *Fzd3* mutant cortical samples at E16.5. Among Notch ligands, *Dll1* mRNA was strongly expressed in all samples, whereas *Dll3*, *Dll4*, *Jag1* and *Jag2* were moderately represented. 

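The 5 ligand genes were compared by their CPM, which is not corrected for transcript length. In controls, *Dll1* was at 35.9 ± 3.56 CPM (s.d., n = 3), *Jag2* at 32.9 ± 5.53, *Dll3* at 10.4 ± 0.859 and *Dll4* at 4.15 ± 0.164, and *Jag1* was at 18.7 CPM, with libraries from 17.2 to 20.2. The control means of *Dll1* and *Jag2* differed by less than the spread between libraries, and *Jag2* was above *Dll1* in control library 3 (39.2 and 33.7 CPM). In *Celsr3* mutants, *Dll1* was at 34.2 ± 2.00 CPM, *Jag2* at 31.2 ± 1.66, *Jag1* at 13.7 ± 0.742, *Dll3* at 11.5 ± 1.33 and *Dll4* at 4.10 ± 0.753 (s.d., n = 3). In *Fzd3* mutants, *Jag2* was at 40.1 ± 2.89 CPM and ranked above *Dll1*, at 24.5 ± 0.977, in each of the 3 libraries. The other ligands were at 13.8 ± 0.625 (*Jag1*), 6.84 ± 1.36 (*Dll3*) and 5.22 ± 0.947 (*Dll4*) CPM in these mutants (s.d., n = 3). Among the 14670 listed genes, 59.4% were below *Dll1* in controls, 57.0% below *Jag2*, 44.1% below *Jag1*, 32.7% below *Dll3* and 19.1% below *Dll4*. The largest change in order came from dividing CPM by the length of the annotated exons in kb. *Dll1* then ranked 1 and *Jag2* ranked 2 in all 3 genotypes, with 8.51 and 4.72 CPM per kb in controls and 5.80 and 5.75 in *Fzd3* mutants, and *Dll3* ranked 3, before *Jag1*.

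**Figure D1:**
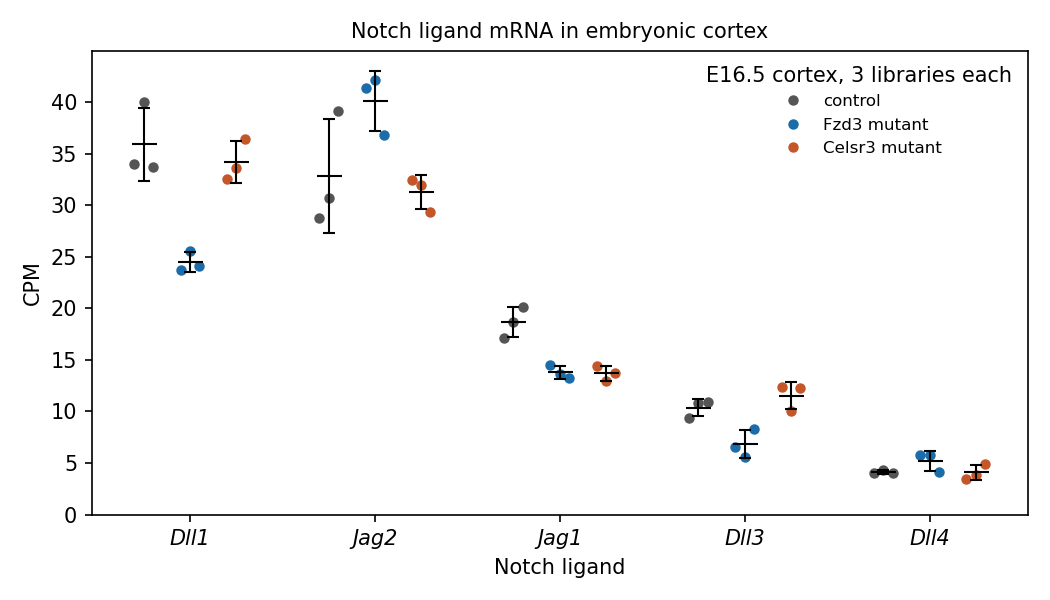
CPM of the 5 Notch ligand genes in E16.5 cortex on a linear axis, with 1 point for each of the 3 libraries of a genotype and bars for the mean ± s.d. The 3 Fzd3 mutant libraries lie between 23.7 and 25.6 CPM for Dll1, under the lowest control at 33.7, and the mutant libraries of both genotypes lie under the controls for Jag1.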

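With the threshold set over all 14670 genes, 4366 genes differed between *Fzd3* mutants and controls (2167 lower and 2199 higher), 45 between *Celsr3* mutants and controls (26 lower and 19 higher), and 32 changed in the same direction in both mutants (20 lower and 12 higher). An ordinary per-gene test on CPM, without sharing of variances across genes, moved these counts most, to 1793, 6 and 4. With the replicate number as a block, 3629 genes differed in *Fzd3* mutants, of which 3508 were among the 4366. *Celsr3* mutant library 4 is the only library with its number, so under the block it adds nothing to the contrasts of *Celsr3* mutants. Those contrasts then rest on *Celsr3* mutant libraries 1 and 2. The deviations of same-numbered *Fzd3* mutant and control libraries from their group means had a mean correlation of -0.141 across genes, from 3 pairs. The mean of 0.0696 for other pairs is not an independent reference, because deviations from a group mean sum to 0. No pairing by number was seen between these libraries, but 3 pairs cannot exclude it. *Jag1* is listed as XLOC_019278 and lies on chromosome 2 of GRCm38 from 137081456 to 137116644, on the minus strand. Its mRNA was at 17.2, 18.7 and 20.2 CPM in the controls, at 14.5, 13.6 and 13.2 CPM in the *Fzd3* mutants and at 14.4, 12.9 and 13.8 CPM in the *Celsr3* mutants. Relative to the control mean, it decreased by 26.2% in *Fzd3* mutants and by 26.6% in *Celsr3* mutants, with an s.d. of the mutant libraries of 3.35% and 3.97% of the control mean. All 3 libraries of each mutant were below all 3 controls (two-sided exact permutation test, P = 0.1 for each mutant, the smallest P that 3 libraries against 3 allow). In *Fzd3* mutants, the log2 fold change of *Jag1* was -0.42 (standard error 0.0800), with a limma adjusted P of 0.00281 over all genes and 0.000626 over the 5 ligands alone. In *Celsr3* mutants, it was -0.43 (standard error 0.0800), with a limma adjusted P of 0.0613 over all genes, which did not pass the threshold, and 0.00104 over the 5 ligands. With the block, the values were -0.42 (limma adjusted P = 0.0131) and -0.42 (limma adjusted P = 0.58). Over 24 alternative fits, the adjusted P over all genes ranged from 0.00212 to 0.0514 in *Fzd3* mutants, with 1 fit not past the threshold, and from 0.0515 to 0.664 in *Celsr3* mutants, with none below the threshold. Leaving out each library in turn kept the log2 fold change between -0.48 and -0.37 in *Fzd3* mutants and between -0.49 and -0.38 in *Celsr3* mutants. The difference in *Jag1* between the mutants was 0.01 (limma adjusted P = 0.944). *Dll1* fell in *Fzd3* mutants (log2 fold change -0.54, standard error 0.0752, limma adjusted P = 0.000467) but not in *Celsr3* mutants (-0.07, limma adjusted P = 1). *Dll3* likewise fell in *Fzd3* mutants (-0.58, standard error 0.136, limma adjusted P = 0.00871) and was at 0.14 in *Celsr3* mutants (limma adjusted P = 1). *Jag2* and *Dll4* were at 0.29 and 0.29 in *Fzd3* mutants (limma adjusted P = 0.0515 and 0.179) and at -0.06 and -0.03 in *Celsr3* mutants (limma adjusted P = 1 for both). Adjusted over the 5 ligands alone, *Dll1*, *Dll3* and *Jag2* also passed the threshold in *Fzd3* mutants (limma adjusted P = 8.32e-05, 0.00219 and 0.0193), whereas *Jag1* was the only ligand that passed it in *Celsr3* mutants. *Gm14060*, the next listed gene after *Jag1* in the order of identifiers, chosen after its values were seen, was listed at 0 CPM in the 3 *Fzd3* mutant libraries, at no more than 0.0427 CPM in the *Celsr3* mutants and at 2.06, 1.99 and 2.26 CPM in the controls. From the change of *Jag1* in both mutants, the paper reasons to *Jag1* as the ligand to study further. The paper then used in situ hybridization, qRT-PCR in *Celsr3* mutants, immunostaining in both mutants and overexpression (Figs 7 and 8). It also measured *Jag1* mRNA in cultured neurons treated with Wnt factors.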

*Jag1* was the sole mRNA significantly downregulated in both *Fzd3* (by 26%, *P*=0.03) and *Celsr3* mutant samples (by 27%, *P*=0.02); it was therefore the prime candidate, and selected for further study. *Jag1* mRNA expression was widespread, detected in ventricular zones/subventricular zone as well as in postmitotic cortical plate neurons (Fig. 7a), and was sharply downregulated at E14.5, E16.5 and E18.5 in *Celsr3*^*−/−*^ mutant compared with control cortical samples (Fig. 7b). At E14.5, Jag1 immunoreactivity was associated with blood vessels in parenchyma and meninges, as described^38^. Using triple IHC with antibodies to Jag1, the neuronal marker Ctip2 and the BP marker Tbr2, Jag1 protein was clearly detected in immature neurons in the intermediate zone and deep cortical plate with little colocalization with BP (Fig. 7c). Importantly, Jag1 immunoreactivity in the intermediate zone and deep cortical plate was specifically downregulated in *Celsr3*^*−/−*^ mutant samples (Fig. 7d). Jag1 immunoreactivity in the intermediate zone and deep cortical plate was also reduced in *Fzd3*^*−/−*^ mutant (Fig. 7f) compared with control tissue (Fig. 7e).

These results suggest strongly that *Celsr3* and *Fzd3* mutant cortical immature neurons and probably some BP express Jag1 less robustly than control cells, resulting in a reduced activation of Notch1 in AP.

If decreased Jag1 expression is implicated in blunted Notch activation and gliogenesis, overexpressing it should rescue the phenotype. To assess this, we electroporated a plasmid encoding Jag1 under the Cdk5r promoter that drives expression in neurons but not AP (ref. 39). Electroporation was carried out at E13.5, and samples were collected at E18.5 and stained with anti-Jag1 to verify overexpression, anti actN1 to check Notch activation, and anti-Olig2 and anti-Satb2 to assess the gliogenesis switch. When Olig2 and Satb2 expression in the electroporated area were compared with that in the contralateral mirror side, a significant increase in the density of Olig2-positive cells (Fig. 8c–f, *P*=0.0024), together with a decreases in the density of Satb2-positive neurons (Fig. 8f–h *P*=0.0197), and the actN1 signal in ventricular zones was clearly increased (Fig. 8a,b).

### Wnt7a upregulates Jag1 in control but not mutant neurons

We then asked whether Wnt proteins, which bind to Fzd receptors and are known to modify Jag1 expression^40^, could be involved in Jag1 downregulation in *Celsr3* and *Fzd3* mutants. Our RNA-Seq results showed that Wnt7b and Wnt7a are by far the most abundant Wnt factors in the embryonic cortex, followed by Wnt5a, whereas other Wnt factors are expressed at very low, mostly undetectable levels. 

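Of the 19 mouse Wnt genes, 7 are in the table, and the other 12 were not analysed here. *Wnt7b* (chromosome 15 of GRCm38, 85535437 to 85582473) was at 175 ± 26.3 CPM in controls, 144 ± 6.96 in *Fzd3* mutants and 185 ± 9.89 in *Celsr3* mutants (s.d., n = 3 libraries each). *Wnt7a* (chromosome 6, 91363981 to 91411363) was at 23.1 ± 2.03, 21.7 ± 2.15 and 22.2 ± 0.365 CPM in the same order, and *Wnt5a* (chromosome 14, 28504750 to 28527448) at 6.79 ± 1.21, 8.35 ± 0.885 and 5.23 ± 0.549 CPM. In each of the 9 libraries the order was *Wnt7b*, *Wnt7a* and *Wnt5a*, with *Wnt7b* at least 6.36 times *Wnt7a* and *Wnt7a* at least 2.32 times *Wnt5a*. Together *Wnt7b* and *Wnt7a* held 93.3 ± 1.61% of the summed CPM of the 7 genes (s.d., n = 9 libraries), with a range from 90.7 to 95.4%. The other 4 genes were *Wnt5b*, *Wnt3*, *Wnt2b* and *Wnt4*, between 0.597 and 4.14 CPM over all libraries. *Wnt5b* was the highest of them, at 2.73 ± 0.767 CPM in controls, 2.86 ± 0.300 in *Fzd3* mutants and 3.88 ± 0.270 in *Celsr3* mutants (s.d., n = 3). All 4 had a mean under 5 CPM over the 9 libraries, and 0 had a mean under 1 CPM. For comparison, the median of all listed genes was 24.6 CPM. Dividing by exon length moved the order most, and gave *Wnt5a* rank 4, behind *Wnt5b*, with 0.868 and 1.03 CPM per kb in controls, 1.07 and 1.08 in *Fzd3* mutants and 0.669 and 1.46 in *Celsr3* mutants. *Wnt7b* was lower in *Fzd3* mutants (log2 fold change -0.26, limma adjusted P = 0.0402), a call lost in 9 of 24 alternative fits, and *Wnt7a* did not differ from controls in *Fzd3* mutants (-0.09, limma adjusted P = 0.449) or in *Celsr3* mutants (-0.05, limma adjusted P = 1).

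**Figure D2:**
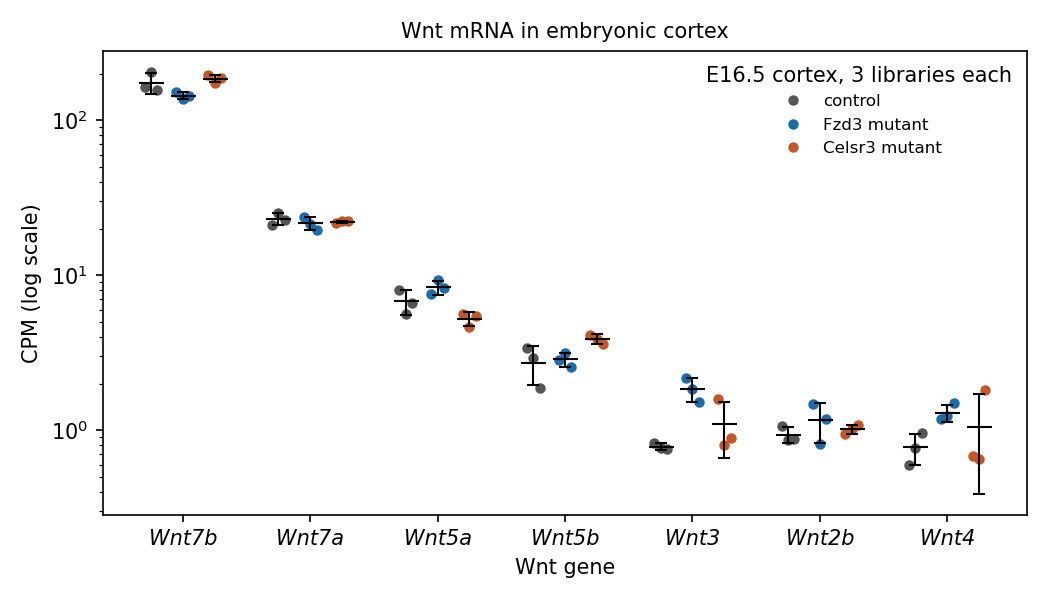
CPM of the 7 listed Wnt genes in E16.5 cortex on a log axis, with 1 point for each of the 3 libraries of a genotype and bars for the mean ± s.d. Wnt7b lies above 138 CPM in every library, Wnt7a between 19.6 and 25.2, and Wnt5a between 4.61 and 9.29, above the other 4 genes.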

We tested the putative role of Wnt7 using primary cultures of cortical neurons from E14.5 control, *Fzd3* and *Celsr3* mutant embryos. After 1 day *in vitro*, neurons were placed in serum-free medium for 6 h, exposed to Wnt factors (100 ng ml^−1^) for 5 h and expression of selected mRNA was assessed by qRT-PCR. Wnt7a is known to have mixed, non-canonical and canonical, beta-catenin dependent activity, depending on context. To differentiate between those two activities, we compared the effect of Wnt7a and Wnt3a, a canonical ligand. We measured expression of *Axin2*, a beta-catenin downstream target, and *Jag1*. As predicted, *Axin2* mRNA expression was upregulated on addition of Wnt3a in both control and *Fzd3* mutant neurons, and remained unaffected on addition of Wnt7a, indicating that the latter activated preferentially non-canonical signalling in embryonic cortical neurons (Fig. 9a). Importantly, on Wnt7a treatment, *Jag1* expression was increased in control but not in *Fzd3* or *Celsr3* mutant neurons, whereas addition of Wnt3a induced *Jag1* expression similarly in control and *Fzd3* mutant neurons (Fig. 9b). To confirm that this effect of Wnt7a occurred via non-canonical Wnt signalling with JNK as a downstream effector^41^, we used the c-Jun N-terminal Kinase (JNK) inhibitor SP600125. Addition of SP600125 to cultured neurons counteracted the effect of Wnt7a, and prevented *Jag1* upregulation (Fig. 9c).

Altogether, these data provide strong evidence that Wnt7 facilitates Jag1 expression by cortical neurons, in a Fzd3 and Celsr3 dependent manner.

## Discussion

Our results identify a previously uncharacterized feedback mechanism that regulates the timing of AP fate via Jag1/Notch signalling. Expression of Celsr3 and Fzd3 in immature cortical neurons and possibly BP cells allows them to respond to JNK-dependent, non-canonical Wnt signalling, presumably generated by Wnt7a and Wnt7b. Of note, Wnt7a and Wnt7b are both expressed in the embryonic cortex, with peaks of expression in ventricular zones for Wnt7a, and in intermediate zone and cortical plate for Wnt7b (Eurexpress database: http://www.eurexpress.org). The Wnt7/Celsr3/Fzd3 signal fosters expression of Jag1 in immature neurons, which activates Notch in APs and orchestrates their sequential production of deep and UL cortical neurons, followed by glia (Fig. 9d). Our findings will be briefly discussed in relation to the role of Notch signalling, PCP signalling and Wnt factors in neuro- and gliogenesis.

A role of Notch in AP fate specification is well established^23^,^24^,^25^. It implicates interactions between Delta ligands and Notch receptors in adjacent AP cells^42^, or between Delta on BP and Notch on AP cells^15^. Our data point to the importance of interactions between Jag1 in immature neurons, and Notch in AP, as a feedback mechanism that regulates both neuro- and gliogenesis. As AP cell bodies are located in ventricular zones, at a distance from immature neurons, the Jag1-Notch interaction is postulated to occur between the latter cells and the radial processes of AP. Fine mapping of Jag1 and Notch distribution using super resolution microscopy, or the visualization of local Notch signalling activity in radial processes of AP should advance our understanding of that mechanism.

Like Delta-Notch, PCP signalling is also generated by direct interactions among adjacent neuroepithelial cells and NPC. This ‘epithelial PCP' pathway implicates membrane proteins Celsr1, Fzd3 or Fzd6 and Vangl2, and acts via Dishevelled and Prickle to regulate the organization of the neuroepithelium and AP, with known roles in neural tube closure, neuronal migration and ependymal ciliogenesis^29^,^43^,^44^,^45^. The signal considered in the present work is different. It is mediated by Celsr3 and Fzd3 and involves non-epithelial cells. Celsr3 and Fzd3, probably together with Linx, have key roles in axon guidance^27^,^29^,^46^,^47^,^48^,^49^, but their function in neurogenesis and the gliogenic switch was not previously recognized. The observation that Wnt7 factors trigger the Celsr3/Fzd3 signal in immature neurons argue in favour of a much discussed role of Wnt proteins in PCP signalling. The implication of Wnt in PCP in *Drosophila*, the main PCP model organism, has been heavily debated, although it is gaining increasing recognition^50^. By contrast, studies in vertebrates have long pointed to such a role^51^,^52^. Wnt7a and the PCP effector Vangl2 regulate the orientation and symmetry of mitotic spindles and fate specification of AP, an effect related to epithelial PCP (ref. 53). Our study provides the first indication that Celsr3 and Fzd3 are also required for the response of immature neurons to Wnt factors. Given the similarity of mutant mouse phenotypes, it is reasonable to suggest that Celsr3, Fzd3 and Linx form a large membrane-anchored complex that binds Wnt factors via Fzd, and probably other ligands via Celsr and/or Linx^27^. That complex could be the proximal element of a beta-catenin independent signal in immature neurons to regulate JNK and thereby sustain expression of Jag1. Our results also raise the question of the cellular origin of Wnt7 factors in the telencephalic wall. mRNA expression patterns suggest that Wnt7a is synthetized in the ventricular zones, and Wnt7b in BP and young neurons, indicating that Wnt7 may act in a paracrine manner. Interestingly, in the *Drosophila* eye, Frizzled/PCP signalling specifies photoreceptors R3/R4 and planar polarity, through transcriptional upregulation of Delta in R3 and activation of Notch in R4, possibly in response to an equatorial-polar gradient of Wnt (refs 54, 55, 56, 57), hinting at a fascinating evolutionary conservation of mechanisms.

Unlike Jag-Notch interactions, feedback signals from neurons to AP, which regulate the gliogenic switch, implicate diffusible molecules secreted by neurons and do not require direct neuron-AP interactions^13^. Feedback regulation of UL cortical neurons by DL neurons or other sources has been less extensively studied. Together with the report that Ntf3 can signal in both feedback loops^12^, our work suggests that some mechanisms are indeed common to both, and that specificity may be afforded by the internal status of AP, which is known to vary in a cell autonomous manner^7^,^8^,^9^. The intriguing co-existence of so many mechanisms is in coping with the complexity of regulated sequential cortical neurogenesis and gliogenesis, and requires coordination and interactions with Notch, a master regulator of NPC cell fate. We did not find any indication that the response of NPC to feedback from Fgf, Bmp or cytokines is affected in *Celsr3* or *Fzd3* mutants. Regulatory mechanisms are hence likely to operate in parallel and it will be challenging to understand how they are integrated *in vivo* during development, and to harness their potential for regeneration.

## Methods

### Animals

Mice were bred in standard conditions and animal procedures were carried out in accordance with European guidelines and approved by the animal ethics committee of the Université catholique de Louvain. *Celsr3* and *Fzd3* mutant mice are on mixed C57Bl/6 and CD1 background, and control mice are heterozygous or wild-type littermates.

### IHC, antibodies and *in situ* hybridization

Following intracardiac perfusion with 4% paraformaldehyde (PFA) in PBS, brains were removed and fixed in PFA for 4 h or overnight at 4 °C. They were cryopreserved in 30% sucrose and embedded in optimal cutting temperature compound. Sections (10 μm) were prepared using a cryostat. Antigen retrieval was performed by incubating sections in 0.01 M sodium citrate (pH 6.0) for 20 min at 90–95 °C. Blocking was in 5% normal goat or horse serum in PBS with 0.3% Triton X-100. Primary antibodies were diluted in PBS containing 0.3% Triton X-100, 5% normal goat or horse serum, with overnight incubation. Incubation with secondary antibodies was for 1–2 h at room temperature. Primary antibodies were: rabbit anti-Tbr1 (1:200, Abcam ab31940), rabbit anti-Tbr2 (1:200, Abcam ab23345), rat anti-Ctip2 (1:500, Abcam ab18465), mouse anti-Satb2 (1:500, Abcam ab51502), rabbit anti-Olig2 (1:1,000, Millipore AB9610), mouse anti-GFAP (1:200, Sigma G3893), rabbit anti-cleaved Notch1 Val1744 (1:100, Cell signaling 4147), goat anti-Jag1 (1:100, Santa Cruz sc6011), rabbit anti-Dll1 (1:100, Santa Cruz sc9102), rabbit anti-Caspase3 (1:200, Cell signaling 9661), mouse anti-Ki67 (1:1,000, BD Biosciences 556003), rat anti-BrdU (1:200, Serotec MCA2060GA), rabbit anti-Cux1 (1:200, Santa Cruz sc13024), rabbit anti-Pax6 (1:200, Covance PRB-278P), mouse anti-βIII tubulin/TuJ1 (1:1,000, Covance MMS-435P-0250). Secondary antibodies conjugated to Alexa 488, 568 or 647 were goat anti-mouse (Invitrogen A21141, A21144 and A21050), donkey anti-mouse (Invitrogen A21202, A10037 and A31571), goat anti-rabbit (Invitrogen A11034, A11036 and A21070), donkey anti-rabbit (Invitrogen A21206, A10042 and A31573), and goat anti-rat labelled with Alexa 568 (1:500, Invitrogen A11077), all used at 1:500 dilution. Nuclei were stained with 4,6-diamidino-2-phenylindole. Images were acquired with an Olympus FV1000 confocal microscope and edited with Fluoview (Olympus) and Photoshop (Adobe Systems).

For *in situ* hybridization, the *Jag1* probe was cloned using primers: Jag1 F: 5′-ATGCCTCGAGAATTGAGGAATTTGAATATC-3′ and Jag1 R: 5′-CGGGGTACCCCATCCGGTTCAAGCTCTG-3′. The digoxigenin-labelled probe was produced from the linearized plasmid with T7 RNA polymerase, using a DIG RNA labeling kit (SP6/T7; Sigma 11175025910) according to the manufacturer instructions. Cryostat sections were treated with 1 μg ml^−1^ proteinase K in 0.1 M Tris-HCl, pH 8 and 10 mM EDTA, rinsed in diethylpyrocarbonate treated water and acetylated for 10 min at room temperature in 0.25 M acetic anhydride-0.1 M triethanolamine. Slides were incubated overnight at 65 °C in a humid chamber with denatured probes (1 μg ml^−1^) in hybridization solution (50% formamide, 10% dextran sulphate, 0.3 M NaCl, 20 mM Tris-HCl, pH 7.5, 5 mM EDTA, 1 × Denhardt's solution, 0.6 mg ml^−1^ yeast tRNA, and 0.1% SDS). Slides were washed for 30 min at 65 °C in 50% formamide- 2 × SSC, rinsed in 2 × SSC and treated for 1 h at 37 °C with 1 μg ml^−1^ RNAseA in NaCl-Tris-EDTA buffer (0.5 M NaCl, 10 mM Tris-HCl, pH 7.5, 5 mM EDTA). Slides were washed in 2 × SSC and 0.2 × SSC at 65 °C for 1 h each, blocked with 20% sheep serum and incubated overnight with alkaline phosphatase-coupled digoxigenin antibodies (1/2,000; Roche 11333089001).

### Validation of Nex-Cre-induced gene inactivation

Nex-Cre is predicted to express Cre in cortical neurons but not AP. To check Cre activity, 200-μM-thick vibratome sections were prepared to cut the cortex tangentially into deep and upper regions enriched in AP and neurons, respectively. RT-PCR was carried out using primers 5′-TTCCACCCTATGGTGAACCT-3′ and 5′-CTACTGCACTCCATATCTTCAGG-3′ in *Fzd3* exon 3 that should be deleted on Cre expression.

### qRT-PCR and RNA-Seq

Total RNA was extracted from brain cortex or cultured neurons using an RNeasy mini kit (Qiagen). Reverse transcription was performed with a Promega reverse transcription system (A3500). qPCR was carried out using IQ SYBR green supermix system (Biorad). Primer sequences are provided in Supplementary Table 1. For RNA-Seq, E16.5 control, *Fzd3* and *Celsr3* mutant cortical tissue (three of each genotype) was dissected carefully. Total RNA was extracted, and sequencing and bioinformatics analysis were carried out by Beckman Coulter Genomics. Results have been deposited at NCBI/GEO under reference GSE77081.

### Western blot

Cortices were homogenized in lysis buffer containing 50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 10 mM EDTA, 1% Triton × 100 and protease inhibitors (Complete, Roche). Cell lysates were centrifuged at 13,000*g* for 15 min at 4 °C. Supernatant (40 μl) was mixed with 10 μl 5 × SDS-loading buffer and heated at 95 °Cfor 5 min. Proteins were separated by SDS–polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes (GE healthcare). Membranes were blocked with 5% fat-free dry milk or 5% BSA and incubated overnight at 4 °C with the following antibodies: rabbit anti-Notch1(V1744; 1:1,000, Cell Signaling 4147); rabbit anti-phospho-Erk1&2 (1:2,000; Cell Signaling 4370); mouse anti-GFAP(1:1,000; Sigma G3893); chick anti- Gapdh (1:5,000; Millipore AB2302); rabbit anti-phospho-Smads (1:2,000; Santa Cruz sc12353); rabbit anti-phospho-Stat3 (1:1,000; Cell signaling 9145). Full-size western blots used in Figs 4i and 6c and Supplementary Fig. 8 are shown in Supplementary Fig. 10.

### Cell cycle study and lineage tracing with BrdU

BrdU or/and EdU (50 μg g^−1^ body weight) were injected intraperitoneally to pregnant dams. For estimation of cell cycle exit, IHC for BrdU and Ki67 was used to calculate ratio of BrdU^+^ Ki67^−^ to total BrdU^+^ cells. For estimation of S-phase and cycle length^37^ EdU labelling was carried out using a Click-iT EdU Alexa 488 Imaging kit (Life Technology C10337) according to the manufacturer's instructions. For lineage tracing, antibodies against BrdU, Olig2 and Satb2 were used.

### *In utero* electroporation

The Jag1 coding sequence was recovered from plasmid Addgene 17336 (ref. 58) encoding the rat Jag1 (mouse and rat Jag1 proteins are 99% identical), and cloned in the Cdk5r vector (kindly provided by Dr Paola Arlotta). The construct was verified by sequencing. The plasmid was electroporated together with a green fluorescent protein (GFP) encoding plasmid. *In utero* microinjection and electroporation was performed at E13.5, using pregnant *Fzd3*^*+/−*^ females; mutant embryos were identified by their looptail phenotype. Foetuses were examined at E18.5 and genotypes were confirmed using tail clips. Needles for microinjection were pulled from Wiretrol II glass capillaries (Drummond Scientific) and calibrated for 1 μl injections. DNA solutions were mixed in 10 mM Tris, pH 8.0, with 0.01% Fast Green. Forceps-type electrodes (Nepagene) with 5 mm pads were used for electroporation (five 50-ms pulses of 30 V)^59^.

### Primary neuronal culture and Wnt ligands treatment

Cortices from E14.5 embryos were dissociated mechanically by gentle pipetting. In all, 10^6^ cells were plated on a coverslip coated with poly-D-lysine (BD), in neurobasal medium with Glutamax (Invitrogen), B27 (Invitrogen), N2 (Invitrogen) and 5% foetal bovine serum. After 1 day *in vitro*, neurons were serum-deprived for 6 h and then incubated with Wnt3a or Wnt7a (100 ng ml^−1^, R&D) for 5 h. Total RNA was extracted and gene expression levels estimated by qRT-PCR. For JNK inhibition, SP600125 (50 μM, Sigma) was added together with Wnt7a.

### Statistics

All animal experiments concerned at least three animals, and all other experiments were carried out at least in triplicate, as indicated in legends. Error bars are s.d. Unpaired Student's two tailed *t*-Test were used, with significance levels * for *P*<0.05, ** for *P*<0.01 and *** for *P*<0.001.

## Additional information

**Accession code:** RNA-seq results have been deposited at NCBI/GEO under reference GSE77081.

**How to cite this article:** Wang, W. *et al*. Feedback regulation of apical progenitor fate by immature neurons through Wnt7–Celsr3–Fzd3 signalling. *Nat. Commun.* 7:10936 doi: 10.1038/ncomms10936 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
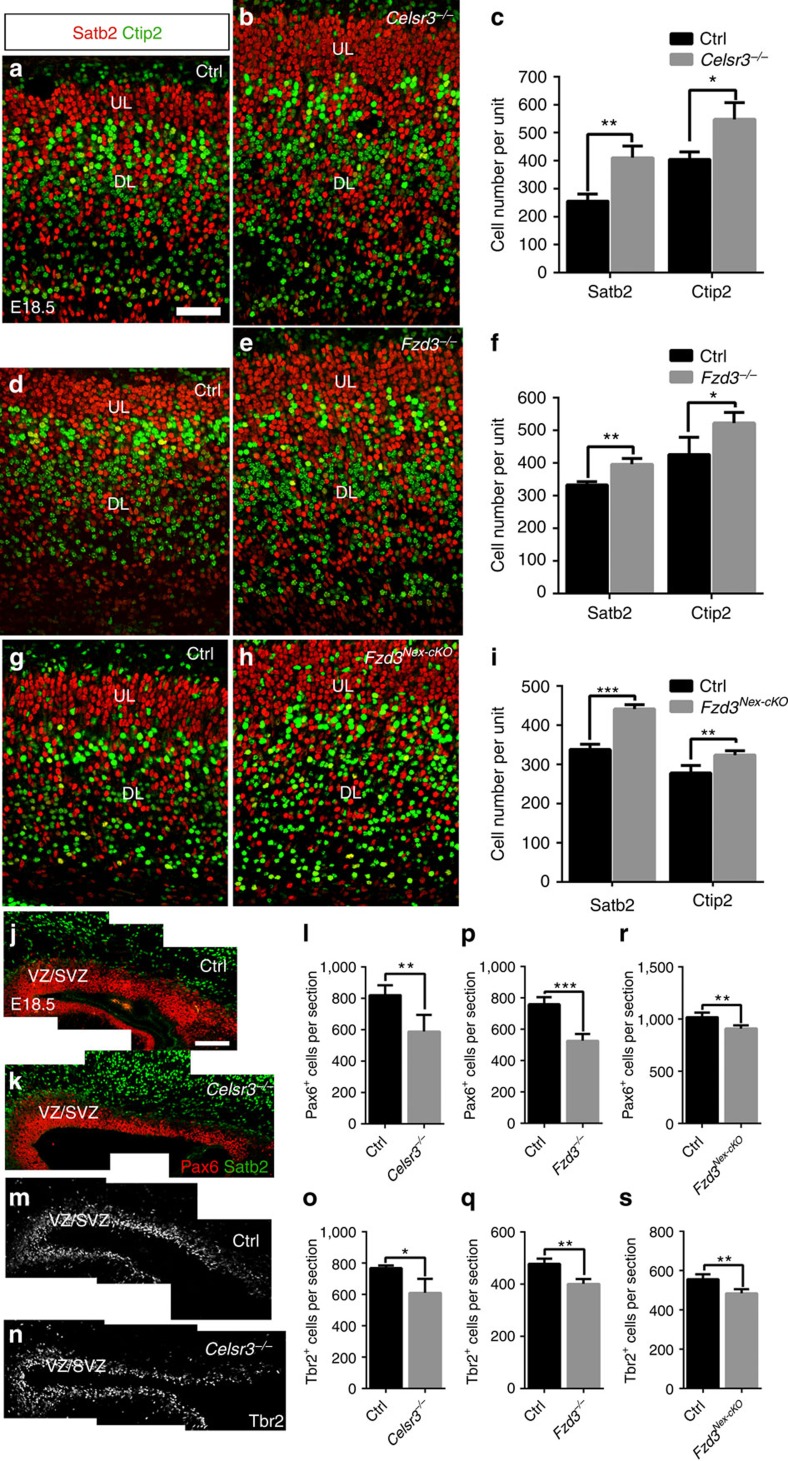
Neurons are increased and NPC decreased in mutant cortex. (**a**–**i**) Both DL neurons (Ctip2) and UL neurons (Satb2) are increased in *Celsr3* (**a**–**c**), *Fzd3* (**d**–**f**) and *Fzd3*^*Nex-cKO*^ (**g**–**i**) mutant cortex. Scale bar, 50 μm. Number of animals: 3 Ctrl and 3 *Celsr3* (**c**); 3 Ctrl and 4 *Fzd3* (**f**); 4 Ctrl and 4 *Fzd3*^*Nex-cKO*^ (**i**). Unpaired *t*-test. Error bars: s.d. (**j**–**s**) The number of apical progenitors (Pax6, **j**–**l**) and to a lower extent BPs (Tbr2, **m**–**o**) is decreased in *Celsr3*, as well as in *Fzd3*^*−/−*^ (**p**,**q**) and *Fzd3*^*Nex-cKO*^ mutant cortex (**r**,**s**). VZ/SVZ, ventricular and subventricular zone. Scale bar, 100 μm. Number of animals: 4 Ctrl and 4 *Celsr3* (**l**); 4 Ctrl and 3 *Celsr3* (**o**); 4 Ctrl and 4 *Fzd3* (**p**,**q**); 4 Ctrl and 4 *Fzd3*^*Nex-cKO*^ (**r**,**s**). Unpaired *t*-test. Error bars: s.d.

**Figure 2:**
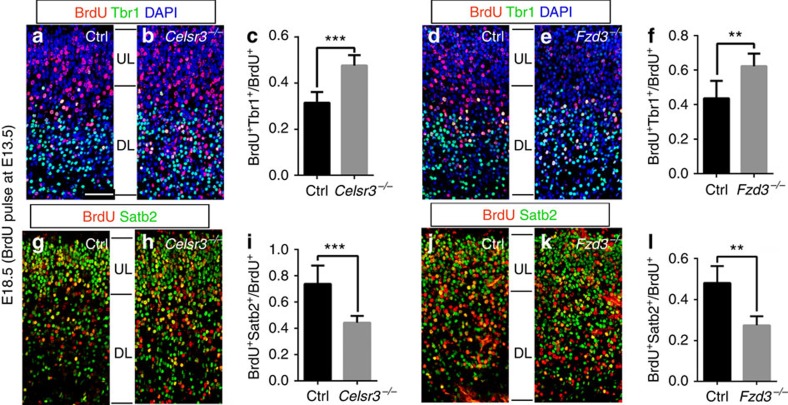
Generation of DL neurons is increased in mutants. (**a**–**f**) Double staining at E18.5 for BrdU (injected at E13.5) and Tbr1 shows that there are less double labelled DL neurons in control (**a**,**c**,**d**,**f**) than in *Celsr3* (**b**,**c**) and *Fzd3* (**e**,**f**) cortical sections. Number of samples: 6 Ctrl and 6 *Celsr3* sections from three animals (**c**); 7 Ctrl and 8 *Fzd3* sections from three animals (**f**). Unpaired *t*-test. Error bars: s.d. **(g**–**l**) Double staining at E18.5 for BrdU (injected at E13.5) and Satb2 shows that there are more double labelled UL neurons in control (**g**,**i**,**j**,**l**) than in *Celsr3* (**h**,**i**) and *Fzd3* (**k**,**l**) cortical sections. Areas illustrated correspond to the frame shown in Supplementary Fig. 1a. Scale bar, 50 μm. Number of samples: 8 Ctrl and 7 *Celsr3* sections from three animals (**i**); 5 Ctrl and 5 *Fzd3* sections from two animals (**l**). Unpaired *t*-test. Error bars: s.d.

**Figure 3:**
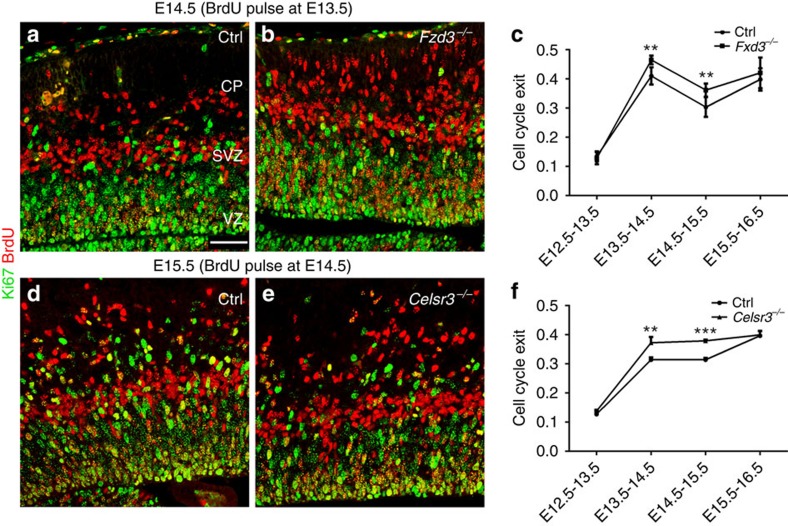
Cell cycle exit is increased in *Celsr3* and *Fzd3* mutants. (**a**–**f**) The rate of NPC cell cycle exit (ratio of BrdU^+^;Ki67^−^/BrdU^+^cells) is increased from E13.5 to E14.5 in *Fzd3* (**a**–**c**) and *Celsr3* (**d**–**f**) mutant cortex. SVZ, subventricular zone; VZ, ventricular zone. Scale bar, 50 μm. Sample numbers: three embryos of each genotype at each stage (**c**,**f**). Unpaired *t*-test. Error bars: s.d.

**Figure 4:**
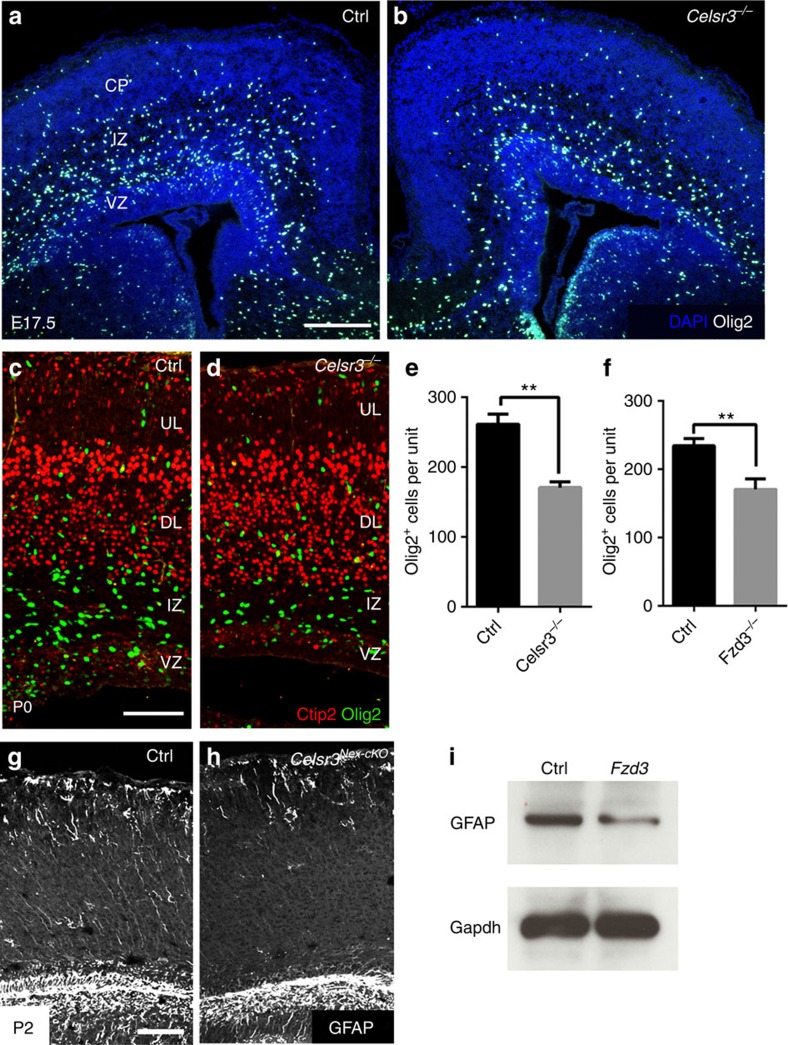
Glial precursors and glial cells are decreased in *Celsr3* and *Fzd3* mutants. (**a**,**b**) Low power view of Control (**a**) and *Celsr3* mutant (**b**) cortex at E17.5 showing decreased number of Olig2^+^ cells (white) in mutant versus control tissue. IZ, intermediate zone; VZ, ventricular zone. Scale bar, 100 μm. (**c**–**f**) At P0, the number of Olig2^+^ cells (green) is decreased in *Celsr3* and *Fzd3* mutants (**P<0.01, unpaired *t*-test). Scale bar, 100 μm. Number of animals: 5 Ctrl and 5 *Celsr3* (**e**); 3 Ctlr and 3 *Fzd3* (**f**). Unpaired *t*-test. Error bars: s.d. (**g**,**h**) At P2, GFAP immunoreactivity is decreased in cortex of *Celsr3*^*Nex-cKO*^ mutants compared to control. Scale bar=100 μm. (**i**) At P0, GFAP protein concentration is decreased in *Fzd3* mutant cortex (Gapdh as internal control).

**Figure 5:**
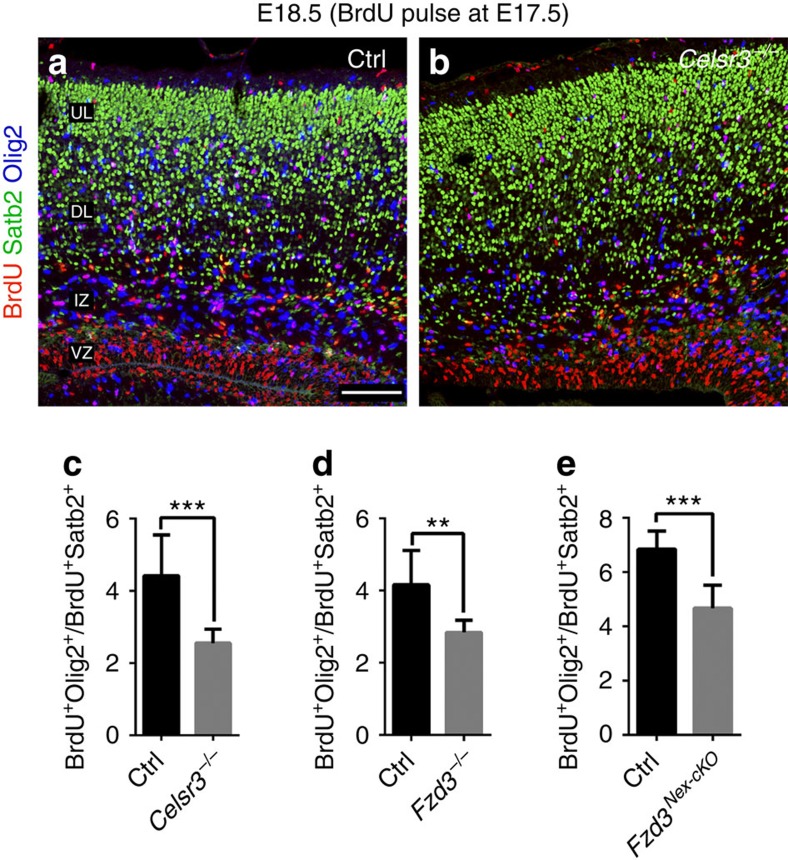
The gliogenic switch is delayed in *Celsr3*, *Fzd3* and *Fzd3*^*Nex-cKO*^ cortex. (**a**–**e**) Using triple IHC for Satb2 (neurons, green), Olig2 (glia precursors, blue) and BrdU (24 h labelling, red) the relative numbers of BrdU^+^ Olig2^+^ to BrdU^+^ Satb2^+^ cells are decreased in all three mutants (**c**–**e**). IZ, intermediate zone; VZ, ventricular zone. Scale bar, 50 μm. Number of samples: 10 Ctrl and 9 *Celsr3* sections from three animals (**c**); 9 Ctlr and 7 *Fzd3* sections from three animals (**d**); 7 Ctlr and 10 *Fzd3*^*Nex-cKO*^ sections from three animals of each genotype (**e**). Unpaired *t*-test. Error bars: s.d.

**Figure 6:**
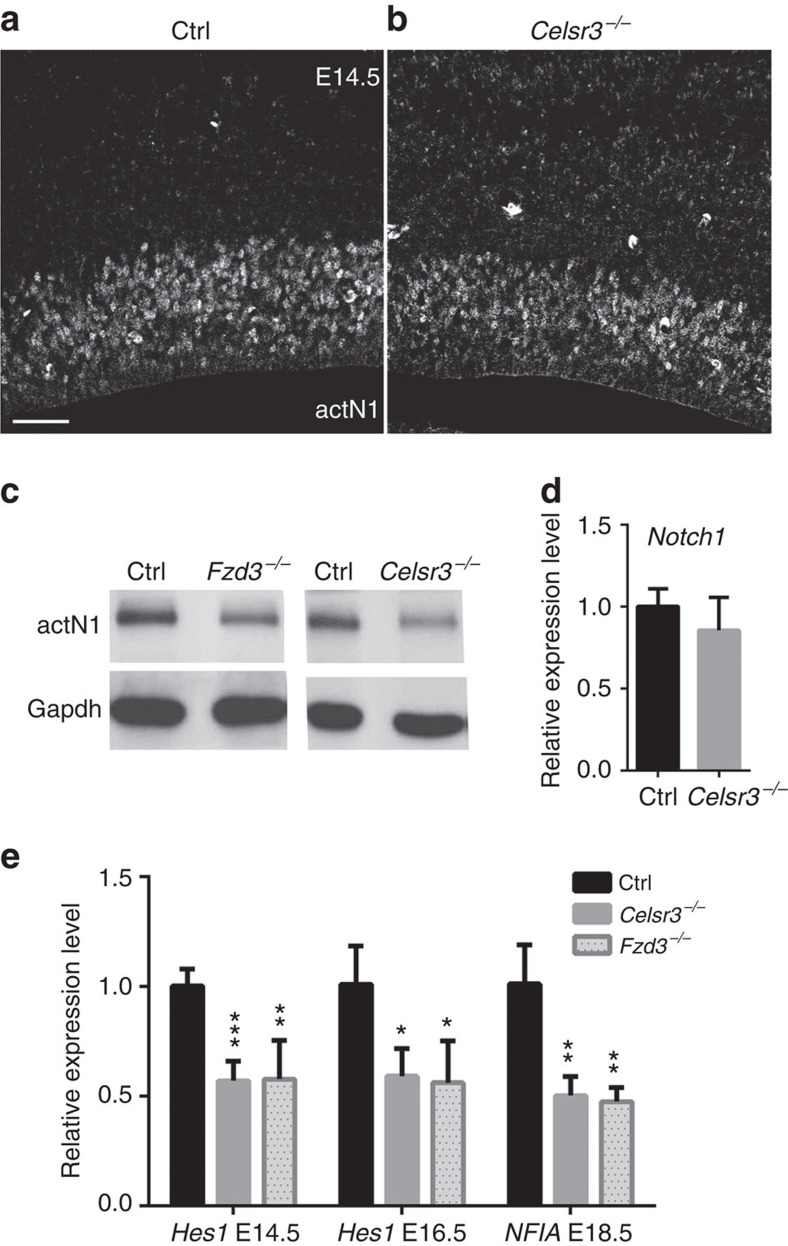
Notch activity is decreased in mutant cortical AP. (**a**,**b**) Using actN1 IHC at E14.5, signal intensity in ventricular zones are lower in mutant (**b**) than control samples (**a**). Scale bar, 50 μm. (**c**) Western blot analysis at E18.5 shows that actN1 immunoreactivity is lower in *Fzd3* and *Celsr3* mutants than in control tissue; Gapdh is internal control. (**d**) *Notch1* mRNA expression is unaffected by *Celsr3* mutation. Number of samples: three animals of each genotype. Unpaired *t*-test. Error bars: s.d. (**e**) Notch targets *Hes1* and *NFIA* are decreased at E14.5 and E16.5, and at E18.5, respectively, in *Celsr3* and *Fzd3* mutants. Number of samples: four embryos of each genotype and stage. Unpaired *t*-test. Error bars: s.d.

**Figure 7:**
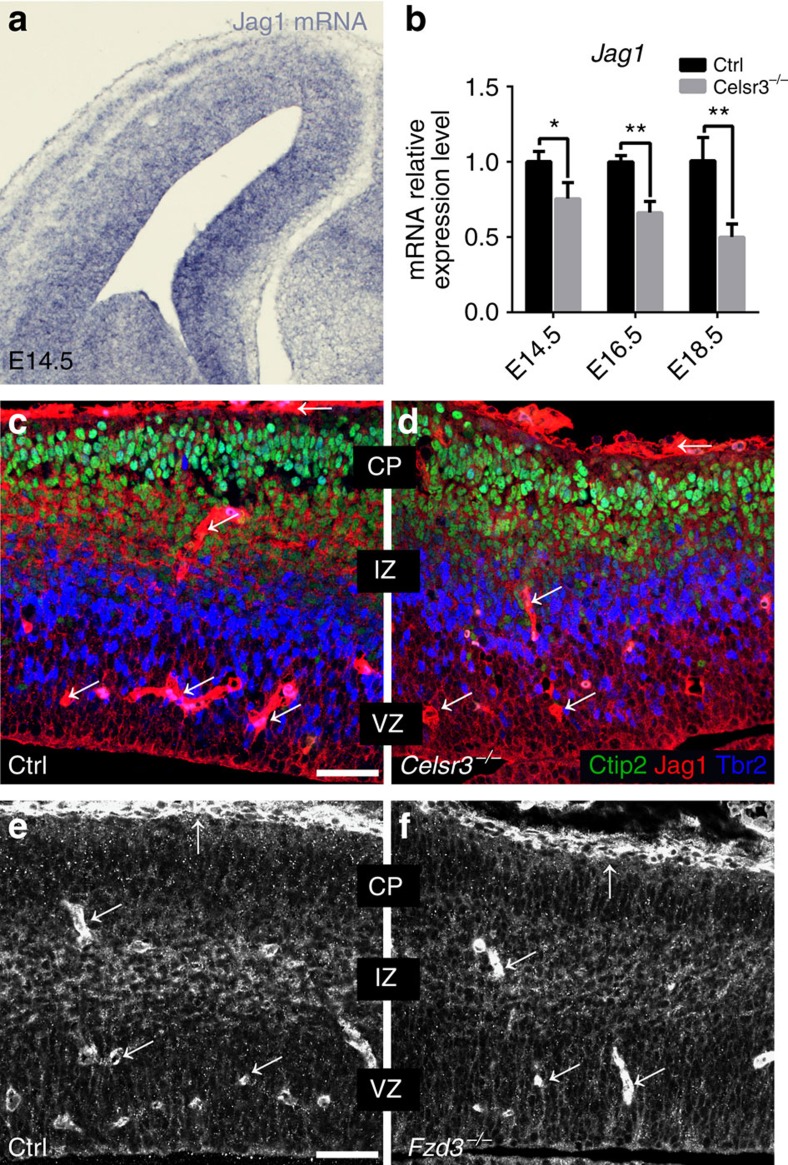
Jag1 is downregulated in mutant cortical neurons. (**a**) *In situ* hybridization at E14.5 shows that *Jag1* mRNA is present in both NPC and early neurons. (**b**) *Jag1* mRNA expression, assessed by qRT-PCR, is decreased in *Celsr3* mutant tissue. (**c**,**d**) Triple IHC at E14.5 with Ctip2, Tbr2 and Jag1 antibodies shows that most of the Jag1 signal is associated with Ctip2, whereas only very few Tbr2^+^ cells are Jag1^+^ (**c**). In *Celsr3*^*−/−*^ mutants, the Jag1 signal decreases in neurons, whereas signal associated with ventricular zone (VZ) and vessels (arrows) is unchanged (**d**). Scale bar, 50 μm. Number of samples: three embryos of each genotype and stage. Unpaired *t*-test. Error bars: s.d. (**e**,**f**) A similar downregulation of Jag1 in neurons is observed in *Fzd3*^*−/−*^ mutant (**f**) compared with control (Ctrl, **e**). IZ, intermediate zone; VZ, ventricular zone. Scale bar, 50 μm.

**Figure 8:**
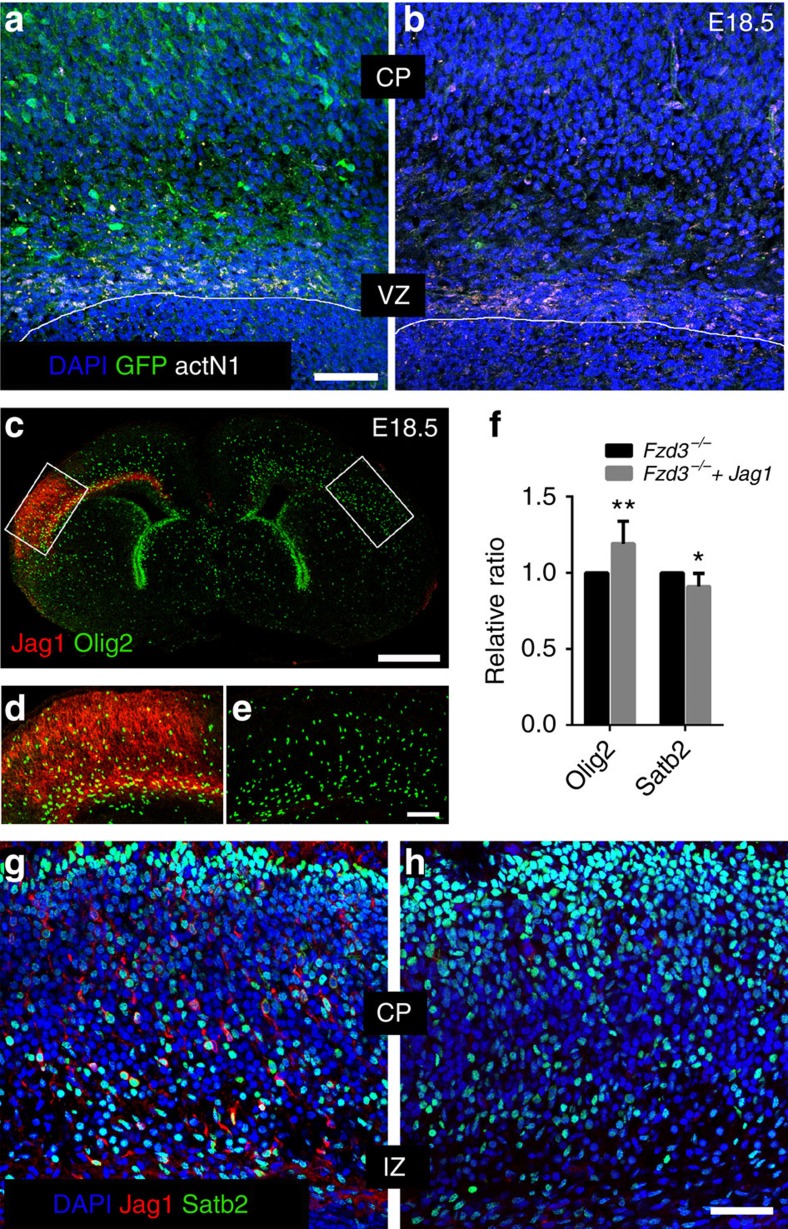
Jag1 overexpression increases Notch activation and Olig2 expression. (**a**,**b**) On electroporation of the Jag1 plasmid and a control GFP plasmid in *Fzd3*^*−/−*^ mutants, GFP expression (green) is observed in CP and migrating cells in intermediate zone (IZ) (**a**). In comparison with the contralateral side (**b**), activation of Notch (actN1, white) is evident in apical progenitors in ventricular zone (VZ) (**a**). Scale bar, 50 μm. (**c**–**h**) Overexpression of Jag1 (red), obtained by electroporation of Jag1 plasmid, results in labelling of more Olig2-positive cells (**c**–**f**) and less Satb2-positive neurons (**f**–**h**) in the electroporated area (**d**) relatively to the contralateral control side (**e**). For quantification in **f** due to variation of electroporation efficiency, cell numbers are normalized to matching contralateral areas. Scale bars, 500 μm (**c**), 100 μm (**d**,**e**), 50 μm (**g**,**h**). Number of samples in **d**: 8 samples of each genotype. Unpaired *t*-test. Error bars: s.d.

**Figure 9:**
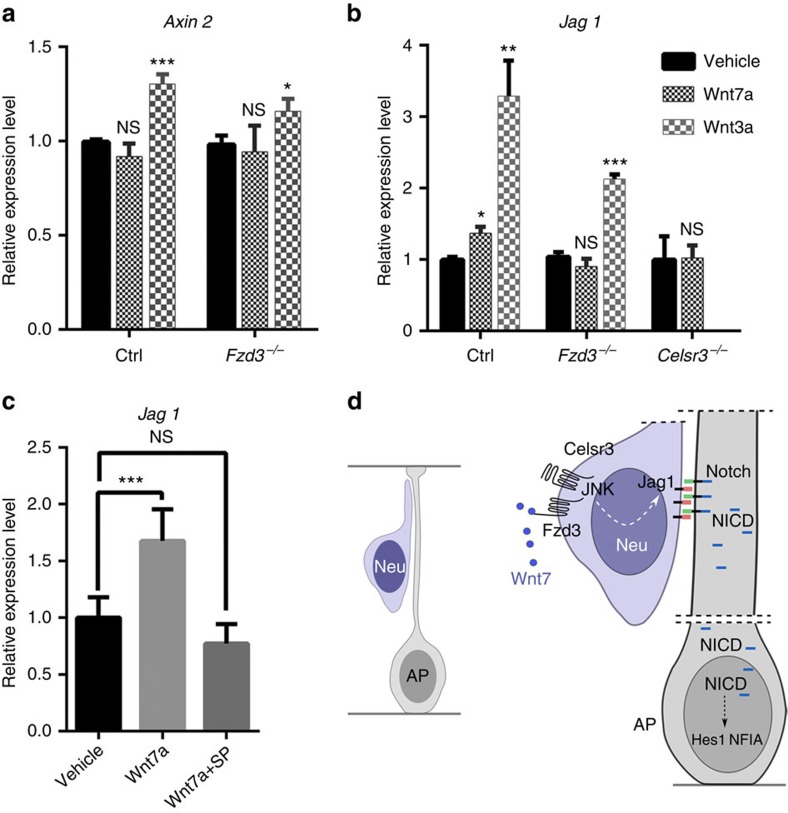
*Fzd3* and *Celsr3* mutant neurons cannot respond to Wnt7a. (**a**) Unlike Wnt3a, Wnt7a does not upregulate *Axin2* mRNA expression when added to cultured cortical control or *Fzd3* mutant neurons. Three cultures for each condition. Unpaired *t*-test. Error bars: s.d. (**b**) Whereas Wnt3a addition upregulates *Jag1* mRNA in both control and *Fzd3* mutant neurons, Wnt7a addition does so in control but not in *Fzd3* or *Celsr3* mutant neurons. Three cultures for each condition. Unpaired *t*-test. Error bars: s.d.(**c**) The upregulation of *Jag1* mRNA induced by Wnt7a is blocked on treatment of cultured neurons with the JNK inhibitor SP600125 (SP). Six cultures for each condition. Unpaired *t*-test. Error bars: s.d. (**d**) Schematic summary of the model. Wnt7 binds to the Celsr3 and Fzd3 complex at the surface of immature neurons (and possibly BP), resulting in JNK-dependent upregulation of Jag1 expression. Jag1 binds to and activates Notch signalling in AP.

How the deposited data were processed for this re-analysis (not part of the article)

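Cortical RNA of control, *Fzd3* mutant and *Celsr3* mutant mouse embryos at E16.5 was measured in 9 libraries, 3 per genotype. The genotype and number of each library were taken from the sample labels and checked against the methods, which give 3 samples of each genotype. The authors deposited CPM values, made by a sequencing company from Illumina libraries with a Tuxedo type of expression analysis according to the labels, with a further scaling factor for each library and without genes of little expression. The aligner, the genome build, the annotation, the counting and the use of strand are not named in the paper's text, and replicates were not pooled. Reads shared between near-identical genes could have been split or assigned by that counting, which is why gene families with near-identical values are reported as uncertain. The number of columns left unused was 0.

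CPM values are not counts, and tests for counts were not used. Depth was read from the smallest step of each column, with 39857305 to 69600589 reads per library, and the 3-read level between 0.0427 and 0.0752 CPM covers counting error only. Deeper libraries give a finer step, so values near 0 are more precise in the *Celsr3* mutants than in the *Fzd3* mutants.

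Differences were computed in R 4.3.3 with limma 3.58.1 (lmFit, contrasts and eBayes with a trend) on log2(CPM + 0.5), for genes with a mean of at least 0.5 CPM, with Benjamini-Hochberg adjustment and a threshold of 0.05. All 9 libraries entered one fit, because 3 libraries per genotype give a poor estimate of the spread, and the mutants were compared directly in the same fit. Lists of marker genes were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 14 lists and 3 contrasts, for lists with at least 5 tested genes. Of the 15 lists written, the Y chromosome list was not tested because 0 of its genes are in the table. Exact permutation tests, Fisher's exact tests and tables were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The replicate numbers come from the labels, and the methods name no pairing. Under the block, *Celsr3* mutant library 4 has no same-numbered partner and adds nothing to the contrasts of that mutant.

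Gene symbols were matched to the GENCODE M21 annotation of GRCm38, and 14421 of 14670 genes matched, 13786 by symbol and 635 by an older symbol. Positions, exon lengths and GC content come from that annotation, which need not be the one the authors used. Exon lengths were the union of all annotated exons of a gene.

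The fit was tested on simulated data with 14670 genes drawn from the control means and the library sizes, with 200 genes changed. It recovered 197 of the 200 (98.5%) and made 18 false calls, and 0 calls in the contrast without changes. The weighted fit on reads recovered 98% with 14 false calls. The simulated spread between libraries was a single value for all genes, so real genes with a larger spread are recovered less often.

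The genes named in the text were the genes the paper names where needed, and for each mutant the 5 genes with the largest change among those past the threshold with a mean of at least 1 CPM and no overlap between mutant and control libraries. Both mutants gave the same 5 genes, *Gm13691*, *Gm13693*, *Gm13694*, *Gm13696* and *Gm13698*, whose values are nearly identical. *Gm14060*, *Gm13727*, *Rpsa*, *Rpsa-ps2*, *Rpsa-ps5*, *Rpsa-ps9*, *Rpsa-ps10*, *Rpl14-ps1*, *Dynlt1b*, *Nme6*, *Epm2aip1*, *Amotl2* and *Stk32a* were added after their values were seen. Alternatives covered the pseudocount, the filter on low values, the scaling between libraries, the libraries in the fit, a replicate block, the moderation of variances and leaving out each library. Weights from reads, a correction for GC content and length, and *Xist* expression as a covariate were added after the data were seen. The ligand ranks with a library left out were not set beforehand. The result for 1 further gene is not reported. The qRT-PCR, immunostaining, in situ hybridization, western blot and culture experiments of the paper were not analysed here.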

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

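The tests on GC content and length, *Xist* expression, depth, other tissue, the positions of shared genes, the pseudogenes and the grouping of all 9 libraries were chosen only after the results they bear on were seen, as were the genes named below that the paper does not name. The sample labels and the paper give no sequencing batch or date, so a batch that coincides with genotype was not tested.

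The paper reports on Notch ligands and Wnt factors, and most other genes of the table are not discussed there. In *Fzd3* mutants, 4366 of 14670 genes passed the threshold, and 6067 had an unadjusted P under 0.05. Of the 4 splits of the 6 libraries that part as many same-numbered pairs as the genotypes do, 1, the genotypes themselves, gave as many genes. All 9 other splits gave 0 genes, but with 4 comparable splits the share cannot fall under 0.05, so this test could not have excluded a grouping by chance. After a correction for GC content and length 4655 genes passed and with *Xist* expression as a covariate 3961, so these differences did not account for the count. With weights from the reads 4207 passed, but weights change the precision of a gene and do not remove a difference in depth. The *Fzd3* mutant libraries held 42963627 to 52249430 reads, within the control range of 39857305 to 61637621. These values argue against a difference in depth as the cause of the count. The log2 fold change in *Fzd3* mutants had a Spearman correlation of -0.146 with the mean CPM of a gene. A strain variant carried along near *Fzd3* was tested by the share of changed genes within 10 Mb, which was 36.4% (56 of 154) against 29.8% elsewhere. The side of Fisher's exact test decides the outcome (P = 0.0922 two-sided and 0.0487 one-sided). The two-sided form was chosen after both were seen, so an excess of changed genes near *Fzd3* was left open. Elsewhere 4254 of 14266 genes changed, so effects of such a variant on nearby genes alone cannot account for the count. The level of *Fzd3* mRNA did not separate these libraries from the controls, so the labels rest on the authors' genotyping. By the splits alone the count cannot be told apart from a grouping by chance. The *Fzd3* mutant libraries had Pearson correlations of 0.994 to 0.997 with each other and of 0.975 to 0.986 with the other libraries, so they form a group of their own, and a cause other than genotype shared by the 3 was not tested.

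In *Celsr3* mutants, 45 genes passed the threshold and 800 had an unadjusted P under 0.05. Again 1 of 4 comparable splits, the genotypes themselves, gave as many genes, and the 6 splits that part fewer pairs gave at most 11. Apart from *Celsr3* itself, 3 of 177 genes within 10 Mb of it changed (1.69%) against 39 of 14243 elsewhere (0.274%), with P = 0.0147 by Fisher's exact test on both sides. They were *Nme6* (log2 fold change -0.70), *Epm2aip1* (-0.34) and *Amotl2* (0.38), of which *Amotl2* changed the same way in *Fzd3* mutants (0.41). Among 127 pseudogenes with a listed parent gene, 5 of 11 with a parent on chromosome 9, where *Celsr3* lies, changed, against 0 of 116 others (one-sided Fisher's exact test, P = 1.82e-06). The 5 have only 2 parents, *Rpsa* and *Rpl14*, at 11.3 and 11.75 Mb from *Celsr3*, so they are not independent. *Rpsa-ps10* rose from 16.7 ± 0.662 to 169 ± 3.30 CPM (s.d., n = 3), with log2 fold changes of 3.30 for it, 1.99 for *Rpsa-ps2*, 1.51 for *Rpsa-ps9* and 1.23 for *Rpl14-ps1*, while *Rpsa-ps5* fell by 0.88 and *Rpsa* fell by 0.28. A candidate explanation is a strain variant near *Celsr3* that moves reads of *Rpsa* between near-identical copies, but the test was made on genes picked for the pattern and cannot decide it. In *Fzd3* mutants, 5 of the 11 pseudogenes passed the threshold, against 29.8% of genes not within 10 Mb of *Fzd3*. They were not the same 5, since *Rpsa-ps5* and *Rpl14-ps1* did not pass in *Fzd3* mutants (limma adjusted P = 0.414 and 0.539). There *Rpsa* changed by -0.18, *Rpsa-ps10* by -0.26, *Rpsa-ps9* by -0.43 and *Rpsa-ps2* by -0.26 (limma adjusted P from 0.00628 to 0.0427), so the family is not changed in *Celsr3* mutants alone, although these pseudogenes rose only there. The calls in *Celsr3* mutants were lost in 9 of 24 alternative fits for *Nme6*, 12 of 24 for *Amotl2*, 8 of 24 for *Rpsa* and 12 of 23 for *Rpsa-ps5*. Those in *Fzd3* mutants were lost in 15 of 24 for *Rpsa-ps2*, 5 for *Rpsa-ps10*, 3 for *Rpsa-ps9* and 0 for *Rpsa*.

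Genes changed in the same direction in both mutants numbered 32. Of 100 groupings of the 9 libraries that keep same-numbered libraries apart, drawn with the real one included, 5 gave as many genes (a share of 0.05). The 4 others put the 3 *Fzd3* mutant libraries in the place of the controls and gave between 3313 and 3452 genes, so they contain the difference of these libraries from all others and are not groupings by chance alone. The remaining ones gave at most 17, and 83 gave 0, so that 32 was above all of them, although the 4 were set aside after their counts were seen. The 5 largest changes in each mutant were the same family, with *Gm13694* at 58.0 ± 5.36 CPM in controls, 1.64 ± 0.0344 in *Fzd3* mutants and 2.10 ± 0.214 in *Celsr3* mutants (s.d., n = 3). Reads shared between these near-identical copies cannot be resolved, so they count as 1 signal. *Gm13727* fell from 615 ± 44.2 to 53.8 ± 0.855 and 57.4 ± 3.05 CPM. Of the 30 shared genes with a position, 11 lie on chromosome 2, which also carries *Jag1*, and 7 on chromosome 17. Those on chromosome 2 include the 5 near-identical copies and *Gm13727*. The 30 shared genes with a position formed 18 loci after merging genes within 0.5 Mb, and 7 of these lay within 5 Mb of another, against a mean of 1.31 and a maximum of 9 in 10000 draws of genes matched on expression (permutation P = 0.0025). This is consistent with a genetic background that differs between the controls and both mutants, which the paper describes as mixed, and the shared genes cannot be told apart from it.

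The mutants differed from each other in 4346 genes (2099 lower and 2247 higher in *Fzd3* mutants) in the direct comparison. As for the *Fzd3* count, 1 of 4 comparable splits gave as many genes and the other splits gave 0. Among Notch genes, the log2 difference of *Fzd3* from *Celsr3* mutants was -0.47 for *Dll1*, -0.72 for *Dll3*, 0.35 for *Jag2*, -0.62 for *Notch1*, -0.41 for *Notch2*, -0.51 for *Hes1* and -0.39 for *Nfia* (limma adjusted P from 0.00114 to 0.0245). The differences in *Jag2* and *Nfia* each failed the threshold in 8 of 24 alternative fits, that in *Hes1* in 6, in *Notch2* in 3 and in *Dll3* in 1. Among markers stained in the paper, the difference was -0.64 for *Pax6*, -0.76 for *Eomes*, -0.84 for *Mki67*, 1.32 for *Olig2* and -0.24 for *Bcl11b*, and among Wnt genes -0.36 for *Wnt7b* and 0.63 for *Wnt5a* (limma adjusted P from 0.000205 to 0.0124). Those in *Bcl11b*, *Wnt7b* and *Olig2* failed the threshold in 5, 2 and 1 of 24 alternative fits. *Celsr3* itself differed by 0.92, as the labels imply. Of the genes chosen after their values were seen, the difference was -3.56 for *Rpsa-ps10*, -2.25 for *Rpsa-ps2*, -1.94 for *Rpsa-ps9*, 0.71 for *Rpsa-ps5*, -1.10 for *Rpl14-ps1*, -0.53 for *Dynlt1b*, 0.61 for *Nme6*, 0.32 for *Epm2aip1* and 1.73 for *Stk32a*.

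Of 14 marker lists, 4 differed between the mutants, with median log2 differences of -0.71 for cell cycle genes, -0.72 for basal progenitors, -0.36 for apical progenitors and 0.61 for glial precursors (limma camera adjusted P from 6.91e-09 to 0.00967). Against controls, the cell cycle list fell by 0.76 and the basal progenitor list fell by 0.64 in *Fzd3* mutants (limma camera adjusted P = 4.71e-09 and 4.84e-05), and with a replicate block the adjusted P was 8.53e-09 and 0.000103. The apical progenitor list fell by 0.40 (limma camera adjusted P = 1.27e-05, and 3.69e-06 with the block). In *Celsr3* mutants the medians of the cell cycle, basal and apical progenitor lists were -0.05, 0.08 and -0.08 (limma camera adjusted P = 0.183, 0.0596 and 0.0509). With the block they were -0.10, 0.01 and -0.15 (limma camera adjusted P = 0.00404, 0.554 and 0.000185). The block also takes *Celsr3* mutant library 4 out of this contrast. The shift of the cell cycle and apical lists past the threshold therefore cannot be ascribed to the replicate numbers alone. Glial precursor genes were higher in *Fzd3* mutants by a median of 0.65 (limma camera adjusted P = 0.043), a call lost with the block (0.0782). Other tissue in the dissected *Fzd3* mutant cortices was tested with lists for ganglionic eminence, thalamus, meninges and red blood cells, of which the lowest adjusted P was 0.619. The endothelial list, which was not part of this test, was higher in *Fzd3* mutants by a median of 0.41 (limma camera adjusted P = 0.00232, and 0.000185 with the block) and in *Celsr3* mutants by 0.14 (0.0344, and 0.848 with the block), so more vessel tissue was not excluded. After the correction for GC content and length, the higher of the cell cycle and basal progenitor medians was -0.63. Other splits of the libraries were not tested for these lists, and a smaller share of dividing progenitors in *Fzd3* mutant cortex remains a hypothesis.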

How the results depend on the processing

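Alternatives set before the data were examined covered pseudocount, filter, scaling, libraries in the fit, block, moderation, exon length, Wnt thresholds and controls. They also covered leave-one-out, except for the leave-one-out ranks of the ligands. Weights from reads, the correction for GC content and length (with or without the block) and *Xist* expression were chosen after the results were seen. The cause of the changes given here was not tested. The filter at 0.5 CPM removed no gene, so having no filter could not change a result.

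In *Fzd3* mutants *Dll1* kept its direction and its side of the threshold in all 24 alternative fits, and *Jag1* in all but the ordinary per-gene test. With the replicate block, the counts became 29 genes in *Celsr3* mutants (25 of them among the 45), 2101 between the mutants and 21 in both (17 among the 32), and with the block and the correction for GC content and length 28, 2471 and 21. Same-numbered *Celsr3* mutant and control libraries had a mean correlation of 0.0298, from 2 pairs. The block also takes *Celsr3* mutant library 4 out of the contrasts of that mutant, so a call lost under it there does not show a weaker effect. Under the block *Celsr3* was at -0.71 in *Celsr3* mutants and no longer past the threshold. *Jag2* reversed there to 0.0190 with the block, and to 0.00118 with the block and the correction. The endothelial list reversed in *Celsr3* mutants to -0.0103 with the block and to -0.00386 with the block and the correction. With the correction alone its median was 0.145. *Notch1* reversed in these mutants to -0.0113 with the block and the correction. Higher genes made up 37.5% of those changed in both mutants, 14.3% with the block and 50% among genes with a mean of at least 5 CPM. In *Celsr3* mutants the share was 42.2%, 52.9% with that filter, 34.5% with the block and 28.6% with the block and the correction.

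The ordinary per-gene test on CPM gave 1793 genes in *Fzd3* mutants, 6 in *Celsr3* mutants, 1941 between the mutants and 4 in both, with 5021, 770 and 5214 at an unadjusted P under 0.05. It left *Dll3* (-0.57) and *Jag1* (-0.42) in *Fzd3* mutants and *Celsr3* (-0.78) in *Celsr3* mutants outside the threshold. *Jag2* passed the threshold in *Fzd3* mutants with a mean of at least 5 CPM (0.29), with weights from reads (0.31) and with *Xist* expression (0.37). It also passed without *Fzd3* mutant library 3 (0.35) and without control library 3 (0.42), and did not pass in 19 of 24 alternative fits. Its adjusted P ranged from 0.00278 in limma without control library 3 to 0.245 in the ordinary per-gene test. The filter at 5 CPM brought 6 lists past the threshold in *Celsr3* mutants instead of 3. Per kb of exons, *Dll1* ranked 1 and *Jag2* 2 in *Fzd3* mutants, *Dll3* 3 and *Jag1* 4 in all genotypes, and *Wnt5a* 4 in all genotypes. Under 5 CPM there were 4 Wnt genes instead of 0 under 1 CPM, and with disjoint controls the correlation of the mutants was 0.191 instead of 0.359.

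Across the fits that each left out one library, the counts were from 2960 to 4314 genes in *Fzd3* mutants, 39 to 53 in *Celsr3* mutants, 2973 to 4471 between the mutants and 27 to 36 in both. In *Fzd3* mutants the log2 fold change ranged from 0.21 to 0.43 for *Dll4*, 0.20 to 0.42 for *Jag2*, -0.40 to -0.11 for *Fzd3* and -0.0555 to 0.0119 for *Epm2aip1*. In *Celsr3* mutants it ranged from -0.11 to 0.0129 for *Dll1*, -0.15 to 0.0692 for *Dll4*, -0.15 to 0.0706 for *Jag2*, -0.16 to 0.10 for *Fzd3* and -0.0342 to 0.19 for *Notch1*. It ranged from -0.12 to 0.0929 for *Notch2*, -0.17 to 0.0830 for *Hes1*, -0.24 to 0.0411 for *Nfia*, -0.0424 to 0.14 for *Mki67* and -0.11 to 0.00953 for *Wnt7a*. The lists past the threshold in *Celsr3* mutants numbered 2 to 6, *Dll1* and *Jag2* each ranked 1 to 2 in controls, and the correlation of the mutants ranged from 0.255 to 0.46.

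Among 90 further results for single genes and lists, with 2120 values under alternatives, 1948 were on the same side of the threshold with the same direction, 124 were weaker, 31 stronger and 17 reversed. Quantile normalization moved the median of all genes most, to -0.0190 in *Fzd3* mutants.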

Differences from the paper's values

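The tests behind the values below were fixed before the results were seen. For *Jag1* in *Fzd3* mutants, limma gave an unadjusted P of 0.00025 and an adjusted P of 0.00281, against the paper's 0.03. In *Celsr3* mutants, limma gave an unadjusted P of 0.000209 and an adjusted P of 0.0613, against the paper's 0.02. The paper's text does not say whether its P values are adjusted, and its statistics section names an unpaired two-tailed test for the paper as a whole. The ordinary per-gene test of that kind gave an unadjusted P of 0.00648 in *Fzd3* mutants and 0.00675 in *Celsr3* mutants, and adjusted P values of 0.0514 and 0.664. None of the alternatives set before the data were examined closed the gap. Adjusted over the 5 Notch ligands alone, *Jag1* passed the threshold in *Celsr3* mutants (limma adjusted P = 0.00104), as the paper reports, and over all genes it did not in any of 24 alternative fits.

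The paper places *Dll1* above the other 4 ligands in all samples. Here *Jag2* ranked 1 by CPM in *Fzd3* mutants (40.1 CPM, against 24.5 for *Dll1*) and in control library 3. Per kb of exons *Dll1* ranked 1 by the mean of each genotype, with 5.80 against 5.75 for *Jag2* in *Fzd3* mutants. These means do not place *Dll1* above *Jag2* in each library. The paper gives the Wnt factors other than *Wnt7b*, *Wnt7a* and *Wnt5a* very low levels and places most of them under detection. The 4 others in the table were also low, between 0.597 and 4.14 CPM against a median of 24.6 CPM for all listed genes. They lay above the 3-read level of at most 0.0752 CPM in each library. Genes with little expression had already been left out of the table, so this cannot test how many Wnt factors were under detection. The remaining 12 are not in the table and were not analysed here. Per kb of exons *Wnt5b* ranked 3 and *Wnt5a* 4.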

Other observations

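The test on genes near *Jag1* was chosen only after the result was seen, and the tests on vessels, meninges and shared controls were chosen earlier.

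The paper measured *Notch1*, *Hes1* and *Nfia* by qRT-PCR and reports *Notch1* as unchanged in *Celsr3* mutants (Fig. 6d), *Hes1* as lower in both mutants at E14.5 and E16.5, and *Nfia* as lower in both at E18.5 (Fig. 6e). In the E16.5 libraries, *Notch1* was at 103 ± 19.3 CPM in controls, 68.2 ± 4.99 in *Fzd3* mutants and 105 ± 8.01 in *Celsr3* mutants (s.d., n = 3). *Hes1* was at 9.25 ± 1.68, 6.05 ± 0.649 and 8.89 ± 1.44 CPM, and *Nfia* at 247 ± 47.3, 175 ± 14.4 and 229 ± 16.0 CPM. In *Fzd3* mutants the log2 fold changes were -0.57, -0.56 and -0.49 (limma adjusted P = 0.00288, 0.0132 and 0.00886), with all 3 libraries below all 3 controls for each gene. In *Celsr3* mutants they were 0.04, -0.05 and -0.09 (limma adjusted P = 1 for each). The list of Notch target genes had a median of -0.38 in *Fzd3* mutants (limma camera adjusted P = 0.0793, and 0.0281 with the replicate block) and of 0.04 in *Celsr3* mutants (0.541, and with the block -0.09 and 0.18).

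For cell markers that the paper stained as protein, in part at other stages, *Pax6* mRNA changed by -0.70 and *Eomes* (Tbr2) by -0.67 in *Fzd3* mutants (limma adjusted P = 0.00012 and 0.000764). In *Celsr3* mutants they changed by -0.06 and 0.09, and neither passed the threshold. The paper counted fewer Pax6-positive cells and modestly fewer Tbr2-positive cells in both mutants (Fig. 1). Neither loss was seen in the mRNA of the *Celsr3* mutant libraries. *Bcl11b* (Ctip2) was lower in *Fzd3* mutants (-0.46, limma adjusted P = 0.000351) and not past the threshold in *Celsr3* mutants (-0.22, limma adjusted P = 0.462). The paper counted more Ctip2-positive cells at E18.5 (Fig. 1). Its supplement reports a relative increase of Ctip2 in mutants that began before the stage of these libraries and lasted. Stage alone therefore does not set the results apart, but mRNA of whole cortex is not a count of stained cells. *Olig2* was at 4.29 ± 0.915 CPM in controls, 9.41 ± 3.62 in *Fzd3* mutants and 3.42 ± 1.34 in *Celsr3* mutants (s.d., n = 3). Its rise in *Fzd3* mutants (0.98, limma adjusted P = 0.0309) lay above all controls in 2 of 3 libraries and was lost in 6 of 24 alternative fits, whereas the paper counted fewer Olig2-positive cells at E17.5 and P0 (Fig. 4).

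Technical explanations for the lower *Jag1* in both mutants were examined, but a smaller share of progenitors was not. The paper's in situ hybridization shows *Jag1* mRNA in progenitors as well as neurons (Fig. 7). The apical and basal progenitor lists had medians of -0.40 and -0.64 in *Fzd3* mutants, and of -0.08 and 0.08 in *Celsr3* mutants. In *Fzd3* mutants, the lower *Jag1* and Notch genes therefore cannot be told apart from a smaller share of progenitors. *Jag1* is expressed in vessels in the paper's staining (Fig. 7), and less vessel tissue would lower the endothelial list, whose higher median over the mutants was 0.41. Less meningeal tissue would lower the meninges list, whose higher median was 0.94, in *Celsr3* mutants (limma camera adjusted P = 0.00112, and 0.02 as median with the replicate block, adjusted P = 0.358). The block takes *Celsr3* mutant library 4 out of that contrast. Neither list fell past the threshold in either mutant, with medians of -0.01 to 0.94, so that no loss of these tissues was seen, which does not exclude a small loss. A variant near *Jag1* that differs between the controls and both mutants was tested by the 26 genes within 5 Mb, of which 0 changed the same way in both mutants, a number that few genes would also give by chance. *Gm14060*, which has no position in the annotation used, is the next listed gene after *Jag1* in the order of identifiers, which followed position without exception for the 57 genes on the strand of *Jag1* within 10 Mb, so its place near *Jag1* was inferred. Its near absence in both mutants leaves open that a variant in this region may differ between groups, and the lower *Jag1* cannot be told apart from that.

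Across 14670 genes, which are not independent replicates, the log2 fold changes of the mutants had a Pearson correlation of 0.359. Both contrasts use the same controls, which produces a correlation by itself. With disjoint controls the mean was 0.191 over 6 assignments, above 50% of the first value (0.179), the limit written beforehand for a fall that sharing would explain. The assignments ran from -0.000825 to 0.398 and 3 of 6 were under the limit, so sharing was left open as an explanation of the agreement, a judgement made after the result was seen.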
